# Toll Mediated Infection Response Is Altered by Gravity and Spaceflight in *Drosophila*

**DOI:** 10.1371/journal.pone.0086485

**Published:** 2014-01-24

**Authors:** Katherine Taylor, Kurt Kleinhesselink, Michael D. George, Rachel Morgan, Tangi Smallwood, Ann S. Hammonds, Patrick M. Fuller, Perot Saelao, Jeff Alley, Allen G. Gibbs, Deborah K. Hoshizaki, Laurence von Kalm, Charles A. Fuller, Kathleen M. Beckingham, Deborah A. Kimbrell

## Abstract

Space travel presents unlimited opportunities for exploration and discovery, but requires better understanding of the biological consequences of long-term exposure to spaceflight. Immune function in particular is relevant for space travel. Human immune responses are weakened in space, with increased vulnerability to opportunistic infections and immune-related conditions. In addition, microorganisms can become more virulent in space, causing further challenges to health. To understand these issues better and to contribute to design of effective countermeasures, we used the Drosophila model of innate immunity to study immune responses in both hypergravity and spaceflight. Focusing on infections mediated through the conserved Toll and Imd signaling pathways, we found that hypergravity improves resistance to Toll-mediated fungal infections except in a known gravitaxis mutant of the *yuri gagarin* gene. These results led to the first spaceflight project on Drosophila immunity, in which flies that developed to adulthood in microgravity were assessed for immune responses by transcription profiling on return to Earth. Spaceflight alone altered transcription, producing activation of the heat shock stress system. Space flies subsequently infected by fungus failed to activate the Toll pathway. In contrast, bacterial infection produced normal activation of the Imd pathway. We speculate on possible linkage between functional Toll signaling and the heat shock chaperone system. Our major findings are that hypergravity and spaceflight have opposing effects, and that spaceflight produces stress-related transcriptional responses and results in a specific inability to mount a Toll-mediated infection response.

## Introduction

Human space exploration, with its promise of unprecedented discoveries, excites the imagination. However, turning the exploration of space into a practical reality presents daunting challenges including conquering the compromised biological functions produced by spaceflight. In order to achieve space exploration, a better understanding of human biology, both on earth and in space, is required. Among the many aspects of biology affected by spaceflight, we have focused on the immune response. Immune dysfunction is a major health-related problem on earth and a major obstacle to long-term space missions [1]. As early as the Apollo and Skylab missions, immune dysfunction was recognized in astronauts, and later studies documented specific host cellular and humoral immune alterations induced by spaceflight [1]. Increased microbial growth and virulence in space have also been documented [2]. Spaceflight is associated with many stresses, with altered gravitational force (g) representing the most studied factor. Microgravity (µg) is constant in space, and hypergravity (hyper g) is experienced during launch and landing. Immune dysfunction in both µg and hyper g is well documented, but determination of the underlying cellular mechanisms and thus routes to appropriate countermeasures, remains unresolved [2], [3], [4], [5], [6]. Without normal immune function, many threats to long-term survival in space exist: fatal infections, failed immunosurveillance of cancer cells, aberrant inflammatory responses and reactivation of latent viruses are all potential hazards.

In our work, we have brought advances in understanding the host defense of Drosophila to bear on deciphering the immune alterations associated with altered gravity and spaceflight. Drosophila is a well-established model for human innate immune function, sharing elements in cellular and humoral immunity, clotting and wound healing, and signaling pathways [7]. Drosophila responds to microbial infection with 1) a systemic response, characterized by fat body production of antimicrobial proteins (AMPs), 2) tissue specific responses, such as production of AMPs in the gut and trachea, 3) phagocytosis by hemocytes, and 4) clotting and wound healing [7], [8], [9], [10].

Two signaling pathways are the main mediators of the response to bacterial and fungal infections in Drosophila [7], [11], [12]. The Toll pathway primarily responds to fungal and Gram-positive (Lys-type peptidoglycan (PGN)) infections, and the Imd pathway responds to Gram-negative (DAP-type PGN) infections [7]. Toll-like receptors (Tlrs) have been identified in mammals and are the direct mediators of responses to activators such as bacterial lipopolysacccharide and viral DNA [13]. Imd shares homology with the death domain of the mammalian Receptor Interacting Protein of the Tumor Necrosis Factor Receptor pathway [7]. Downstream, through the conserved NF-kB/Rel protein transcription factors relish (Imd signaling cascade), and DIF and dorsal (Toll signaling cascade), the AMPs and ∼400 other genes are involved in response to infection [7], [14], [15]. Recognition of the complexity of the Toll and Imd pathways continues to grow, for example with identification of new regulators, interactions with the nervous system, and modification with aging [16], [17], [18], [19]. In contrast to mammals, in Drosophila only the original Toll was associated with infection response, through indirect sensing mediated by binding to Spätzle (Spz). More recently however, other Toll family members have been identified as mediating infection. Toll-8 regulates infection response in the airway epithelium [20], and Toll-7 is involved in viral recognition and response [21].

The mechanisms of interactions within and between the Toll and Imd pathways and other systems are not fully understood, and unraveling the interrelationships will require many approaches. Here, we present genetic and transcriptional profiling experiments to address the response to infection in conditions related to space travel: Does hypergravity affect the response to fungal infection? Does development during spaceflight alter the response to bacterial and fungal infections?

## Results and Discussion

### Hypergravity Increases Survival after Infection with Pathogenic Fungus

The first goal was to test our hypothesis that the immune response of Drosophila would be affected by changes in gravity at the organismal level. The simplest immune function assay is post-infection survival, and a straightforward route for altering gravity is to achieve hyper g through use of centrifuges similar to the human centrifuges used for training pilots. We infected with *B. bassiana*, an entomopathogenic fungus that enters through the cuticle and is well studied with respect to survival kinetics and Toll pathway activation [7]. Infected and control flies were then exposed to hypergravity on a centrifuge maintained at the Chronic Acceleration Research Unit (CARU), UC Davis.

The survival of wild type and immune response mutants (except Toll pathway mutants which do not survive infection long enough for prolonged hyper g experiments) was assessed. Strikingly, all strains showed increased post-infection survival at hyper g (Figure 1A bottom panel, 1B wild type, *imd* and *Thor* strains). Given that µg is associated with impaired immune function, one interpretation of this result is that hyper g exerts the opposite effect and boosts the host response. Opposite effects of opposing gravity vectors are not uncommon, for example for platelet functions [22]. However, microorganisms can become more virulent at µg [2], and an alternative explanation is that at hyper g the fungus itself is less virulent.

**Figure 1:**
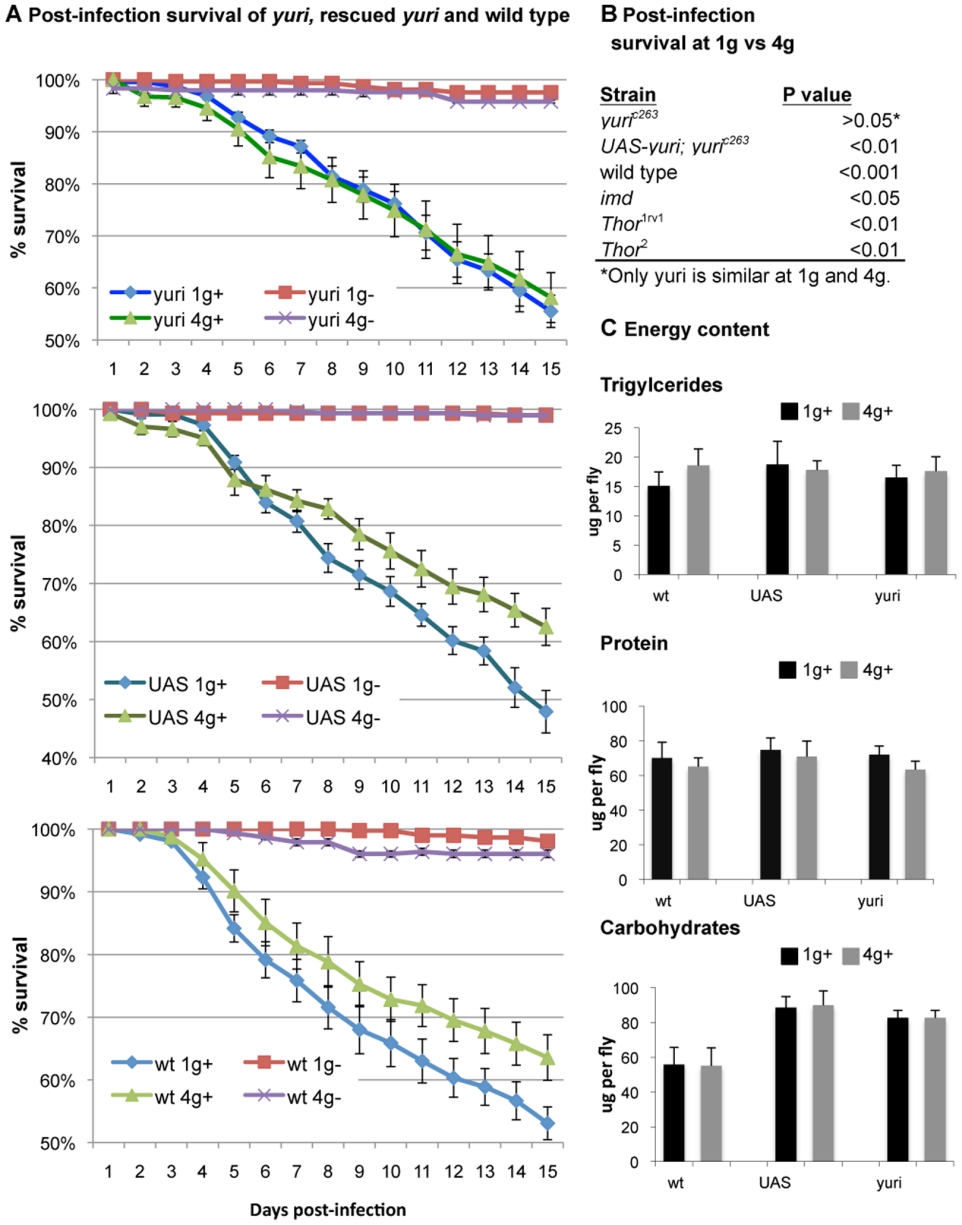
Effects of hyper g on post-infection survival and energy stores. **A.** Survival after infection with *B. bassiana* is increased by exposure to hyper g (4 g) in wild type (wt) and the rescued *yuri* strain, *yuri* ^c263^; UAS-*yuri* (UAS), but not in the gravitaxis mutant *yuri*, *yuri* ^c263^ (*yuri*). +infected, −uninfected. Error bars = SEM for 3 experiments. **B.** Additional strains tested also survive infection longer at hyper g: *imd*, using *imd^1^*, and for *Thor*, which encodes the Drosophila translational regulator 4E-BP, using *Thor^2^*, the null allele, and its control, the revertant strain Thor^1rev1^. *P* values for log rank. **C.** Post-infection energy stores of trigycerides, protein and carbohydrates are not significantly different at hyper g. Error bars = SEM for 3 experiments.

In an attempt to distinguish between host and fungal responses, we tested a gravitaxis mutation of the gene *yuri gagarin* (*yuri*) [23]. *yuri* encodes 3 isoforms of a coiled-coil protein that is ubiquitously expressed, and two mutations have separate tissue specific functions related to mechanotransduction [24], [25], [26]. The *yuri^c263^* allele, caused by a GAL4 enhancer trap insertion, has defective gravity responses. A UAS-*yuri* construct, driven by the c263 transposon, rescues this phenotype through expression limited to mechanosensory neurons [23], indicating defective gravity sensing in the *yuri^c263^* mutant.

We hypothesized that if host response to hyper g were primary, then aberrant gravity sensing in *yuri^c263^* might modify the hyper g post-infection response, but if the fungal response were primary, then post-infection survival of *yuri^c263^*would be comparable to that of wild type and the immune function mutants (Figure 1AB). On testing, *yuri^c263^* failed to show this increased post-infection survival, whereas the *yuri* rescue strain had the typical increased survival response (Figure 1AB). Thus, these data demonstrate a significant host component to the hyper g effect. How might hyper g increase post-infection survival? The *yuri* finding could indicate a neural route linking mechanical load sensation to immune response. Mechanical load also affects cell biological processes [27], and one possibility is that endocytosis, which is essential for Toll signaling [28], is enhanced at hyper g. Interestingly, Yuri protein appears to have membrane-associated functions [26].

The immune response is energetically expensive, and flies with greater energetic reserves may have greater post-infection survival. However, survival did not correlate with stores of triglycerides, carbohydrates or protein (Figure 1C).

### The Fungus, Immunity, Tumorigenesis (FIT) Microgravity Experiment

These results showing that the immune response of Drosophila responds to g force formed the basis for the space shuttle experiment Fungus, Immunity and Tumorigenesis (FIT). FIT is the first flight experiment to investigate µg effects on Drosophila immunity. The FIT experiment was flown on the shuttle Discovery (STS-121), and involved an experimental design adjusted for shuttle conditions. Ideally the design would have paralleled the hyper g work, with infection of Drosophila genotypes proceeding in space. But due to flight constraints, space infections were not possible and only a single genotype could be flown. However, the flight duration (12 days) allowed production and return to Earth of a small population of flies that had undergone their entire development in space (space flies). 

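Transcription in whole male flies was measured on 18 Affymetrix Drosophila Genome 2.0 arrays. Space flies and Earth flies were each sampled uninfected, infected with the fungus *B. bassiana* and infected with the Gram-negative bacterium *E. coli*, with 3 arrays per group. The stock given in the paper's methods is hemolectin-Gal4; UAS-GFP, whereas the sample labels give the strain as Oregon R. The authors turned probe intensities into one log2 signal per probe set with robust multi-array averaging (RMA) in Partek Genomics Suite, and these log2 values, for 18769 probe sets, are what was deposited. A single gene symbol could be assigned to 13647 probe sets, several symbols to 402 and none to 4720. The deposited values were fitted with a mean per group in limma, with the spread estimated over all 18 arrays. A probe set or gene is said to have risen, fallen or changed at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets. Whether an infection response differed between space and Earth flies was tested by the interaction itself, the space response minus the Earth response. Gene lists, 40 in number and drawn mainly from general knowledge of fly biology, were fixed before the data were examined. They were tested with limma's camera at a preset correlation between genes of 0.01, on the 1 probe set of highest mean signal for each of 11983 genes, with p values adjusted over the lists. Genes that the paper itself names were chosen on these same arrays, so their directions are not independent evidence. The number of arrays limits the precision of every value. All space flies came from a single flight, and the paper names no second rearing of the Earth flies. The p values of space against Earth flies, and of differences between their responses, therefore measure the spread between arrays. They do not measure the spread between flights or rearings. A replicate each of the Earth uninfected (replicate 1), space uninfected (replicate 1) and fungus infected space flies (replicate 2) had a narrower range of signal than the other arrays, with a standard deviation over probe sets of 2.62 to 2.63 against 2.79 to 2.92.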

Upon return this population was divided into three groups and used for transcription profiling without infection and after infection with *B. bassiana* or *E. coli*. The fungal spores and *E. coli* used were grown on Earth. Earth-reared flies, grown at Kennedy Space Center, were used as controls (Earth flies). Recordings relayed from the shuttle ensured similar growth conditions for the space and Earth flies other than the change in g force. The experiments thus encompass humoral immunity in response to Toll and Imd mediated fungal and bacterial infections through transcriptional profiling after development in space. The uninfected space flies showed an altered transcriptional profile, and those changes will be presented last, in the context of the immune response data.

### The Toll Pathway is Dysfunctional in Adults Raised in Space

Transcriptional profiling of space and Earth flies infected with *B. bassiana* revealed that the space flies have a dramatically different response (Figure 2). 

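The genes whose response to *B. bassiana* was lower in space flies than in Earth flies were led by serine peptidases. *CG30091* had a log2 signal of 4.80 ± 0.30 (SD, n = 3 arrays) in uninfected and 9.89 ± 0.31 in infected Earth flies, against 5.08 ± 0.40 and 5.57 ± 0.29 in space flies. The response in space flies minus that in Earth flies was -4.60 on the log2 scale (SE 0.34, adjusted p = 1.42e-05 from limma). *CG18563*, another serine peptidase, went from 7.57 ± 0.46 to 11.86 ± 0.30 in Earth flies and from 8.58 ± 0.64 to 8.45 ± 0.31 in space flies, a difference between responses of -4.42 (SE 0.41, adjusted p = 0.000136). The same test was passed by 8 probe sets, all with a lower response in space flies, 6 of which carry a single gene name. The others among these 6 were *Spn88Eb*, which encodes a serpin, at -3.15 (SE 0.49), *CG6675* at -2.91 (SE 0.46), and the peptidase genes *CG10764* at -2.77 (SE 0.34) and *CG3117* at -1.54 (SE 0.24), with adjusted p from 0.00349 to 0.0329. Flight was also compared across the infections, as space minus Earth after the fungus less space minus Earth after the bacterium, which leaves the uninfected arrays aside. On that measure 5 probe sets passed, including *CG30091* (-4.43, adjusted p = 2.43e-05), *CG18563* (-3.75, adjusted p = 0.00123) and *CG10764* (-2.49, adjusted p = 0.0127). They became 2 without space bacteria 2 or 3 or Earth bacteria 3, where *CG10764* lost its call, and 11 without Earth fungus 1. No single array, when left out, ended the calls of *CG30091*, *CG18563* and *CG10764* in the first test, while each of space uninfected 3, space fungus 1 and 3 and Earth fungus 2 and 3 ended those of *Spn88Eb* (-3.28, -2.98, -3.19, -2.91 and -3.12), *CG6675* (-3.07, -2.89, -2.77, -2.74 and -2.76) and *CG3117* (-1.53, -1.46, -1.56, -1.43 and -1.55). Those of *Spn88Eb* and *CG6675* also ended without Earth uninfected 1 (-2.78 and -2.59) and Earth uninfected 3 (-3.19 and -3.01), that of *CG6675* without space uninfected 2 (-3.03) and that of *CG3117* without the same array (-1.52), and a further normalization to equal quantiles ended those of *Spn88Eb* (-2.91) and *CG6675* (-2.81).

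**Figure D1:**
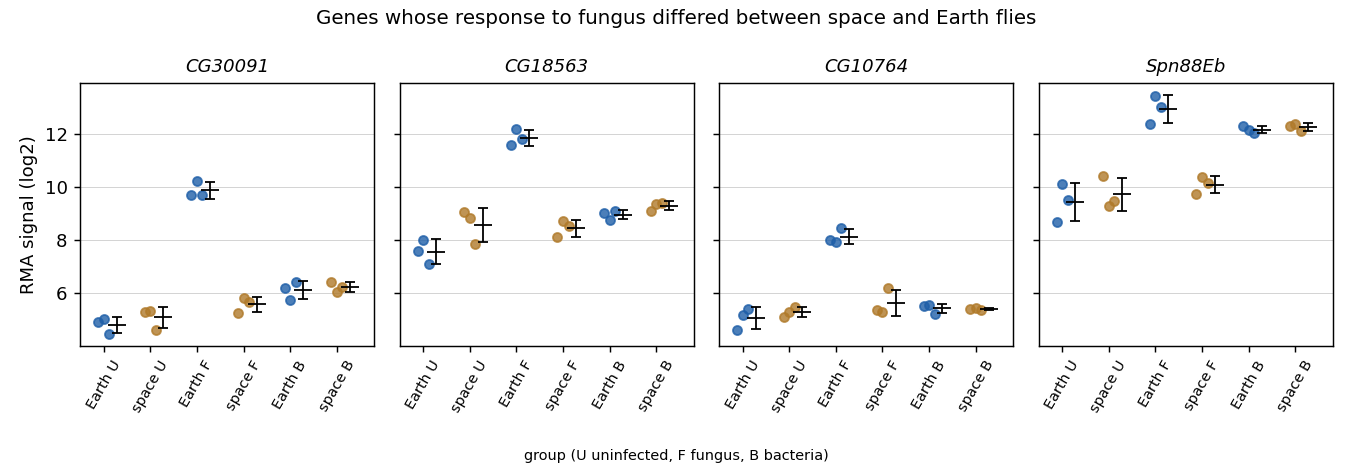
Log2 RMA signal of *CG30091*, *CG18563*, *CG10764* and *Spn88Eb* in uninfected, bacteria infected and fungus infected flies; each point is an array, blue for Earth and tan for space flies, and black bars are the mean ± SD of 3 arrays. *CG10764* was at 8.14 ± 0.29 in fungus infected Earth flies and at 5.62 ± 0.50 in fungus infected space flies.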

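In fungus infected Earth flies, genes of the Toll pathway, the Bomanin genes and genes of gut serine proteases rose as groups. The Bomanins are short secreted peptides induced through Toll, and of 7 measured genes on the list of Bomanins and other immune induced molecules 4 rose and none fell (7 rose when adjusted over the list alone). *BomT3* went from a log2 signal of 10.61 ± 0.92 (SD, n = 3 arrays) to 12.97 ± 0.13, a log2 change of 2.36 (SE 0.35, adjusted p = 0.00136 from limma), and *BomBc3* rose by 3.11 (SE 0.56, adjusted p = 0.00528). Of 21 measured genes of the Toll pathway 5 rose and none fell (10 rose when adjusted over the list alone). They include *spirit*, a serine protease upstream of Toll, with a log2 change of 1.64 (SE 0.24), and *SPE*, the protease that cleaves the Toll ligand, with 1.43 (SE 0.27, adjusted p = 0.00767). Of 12 measured antimicrobial peptide (AMP) genes 3 rose, among them *Mtk* and *Drs* (3 when adjusted over the list alone), and all 12 had a higher mean. Of 22 gut serine protease genes, digestive enzymes, 8 rose (14 when adjusted over the list alone), such as *Jon65Aii* with 2.38 and *Jon25Biii* with 3.12 (adjusted p = 0.0236). *PGRP-SC2*, an amidase that degrades peptidoglycan, was the gene that rose among 17 measured genes of the Imd pathway (4 when adjusted over the list alone), by 1.80 (adjusted p = 0.0206). Tested as lists with camera, the Bomanins (adjusted p = 1.34e-06), the Toll pathway (1.26e-05), the AMPs (0.000206) and the gut proteases (1.48e-08) were higher, and the Imd pathway did not pass (0.0577), except without Earth uninfected 3 (0.0436) or Earth fungus 1 (0.0113) and after median centring (0.0366), and at the threshold (0.05 after rounding) with the replicate number as a block within the 2 groups compared, an alternative chosen after seeing the data. None of these calls held with a correlation estimated from the data (adjusted p = 0.471 with an estimated correlation for each of the 4 lists), and the call of *SPE* ended without Earth fungus 2 (1.31). *PGRP-SC2* lost its call after quantile normalization (1.62) and without Earth uninfected 2 or 3 or Earth fungus 1 or 2 (1.37 to 1.86), and *Jon25Biii* without the same 4 arrays (2.72 to 2.94).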

For Earth flies, the upregulated genes revealed the expected [7], [14], [15] response categories: transcripts for genes associated with innate immune response, serine peptidase activity, response to fungus and Toll signaling pathway activation were all statistically over-represented (Figure 2). 

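The same lists were examined in fungus infected space flies. None of the 12 AMP genes, of the 7 Bomanin and immune induced genes and of the 21 genes of the Toll pathway passed limma's test there (0, 2 and 0 when adjusted over each list alone). Of all 18769 probe sets 229 passed it, and 2076 had an unadjusted p under 0.05. At so low a share of calls, none among these few genes is not a result on its own. Their median log2 changes were 0.30, 0.44 and 0.04 in space flies, and 1.16, 1.20 and 0.68 in Earth flies. Of the 22 gut protease genes, in contrast, 3 rose in space flies (10 when adjusted over the list alone) and all 22 had a higher mean, with *Jon66Ci* at 1.03 (adjusted p = 0.0273) and *Jon65Aii* at 1.58 (adjusted p = 0.0446). The difference between the responses was then tested for each list with camera. All 7 Bomanin and immune induced genes responded less in space flies, with a median difference of -1.22 (adjusted p = 2.62e-05). So did 19 of the 21 Toll pathway genes (median -0.51, adjusted p = 5.34e-06) and 11 of the 12 AMP genes (median -0.84, adjusted p = 0.00398). Most Toll pathway genes had higher means in uninfected space flies, which camera did not call (adjusted p = 0.067), and that start enters the difference. Between the fungus infected flies alone their median was nearer to no change, as given below. Of the 17 genes of the Imd pathway 12 responded less (median -0.32, adjusted p = 0.0315), a call that ended after quantile normalization (0.0508), without space uninfected 1 (0.142), space fungus 2 (0.0589) or 3 (0.0723) or Earth uninfected 1 (0.0612) or Earth fungus 3 (0.295). The gut proteases did not pass (adjusted p = 0.857), at a median of -0.05 that became 0.11 after quantile normalization. With an estimated correlation none of the 4 lists with a call passed (adjusted p = 0.568 for the Bomanins and for the Toll pathway, 0.739 for the AMPs and for the Imd pathway). Lists outside immunity were called for the same difference: genes of the accessory gland responded less in 20 of 20 (median -0.60, adjusted p = 0.000108, and 0.739 with an estimated correlation). The response was called higher in space flies for the mitochondrial ribosome (47 of 69, median 0.14, adjusted p = 0.00014, and 0.774), DNA replication (17 of 21, median 0.19, adjusted p = 0.000124, and 0.739) and markers of females (18 of 24, median 0.16, adjusted p = 0.00398, and 0.243). The signals of the mitochondrial ribosome themselves were mostly lower in space flies, both uninfected and fungus infected, as given below. The call of the accessory gland ended without Earth uninfected 3 (0.0781), that of the mitochondrial ribosome without space fungus 2 (0.301) or Earth fungus 3 (0.258), and that of the female markers after quantile normalization (0.0928) and without Earth uninfected 1 (0.0528), space fungus 2 (0.0729) or Earth fungus 2 (0.112). Camera also called glutathione transferases (adjusted p = 0.0128), chitin (0.0277), the cytosolic ribosome (0.0315), clock genes (0.0341) and enzymes that load tRNAs with amino acids (0.0495). Each of these lost its call without any of several single arrays. The glutathione transferases (0.0508), the cytosolic ribosome (0.912) and the clock genes (0.0587) also lost it after quantile normalization. The call for the AMPs also ended without space uninfected 1 (adjusted p = 0.279), space fungus 1 (0.128) or 3 (0.0758), or Earth uninfected 3 (0.0821), and in space flies themselves the Bomanins passed as a list without space uninfected 1 (0.0306) or 2 (0.0354) or space fungus 1 (0.0112), and the AMPs without space uninfected 1 (0.00207) or space fungus 1 (0.012). The call of *Jon66Ci* ended without any 1 of the 6 arrays (0.94 to 1.15), and that of *Jon65Aii* without space uninfected 1 or 3 or space fungus 1 or 3 (1.21 to 1.71).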

In stark contrast, none of these gene categories was upregulated in space flies (Figure 2).

**Figure 2:**
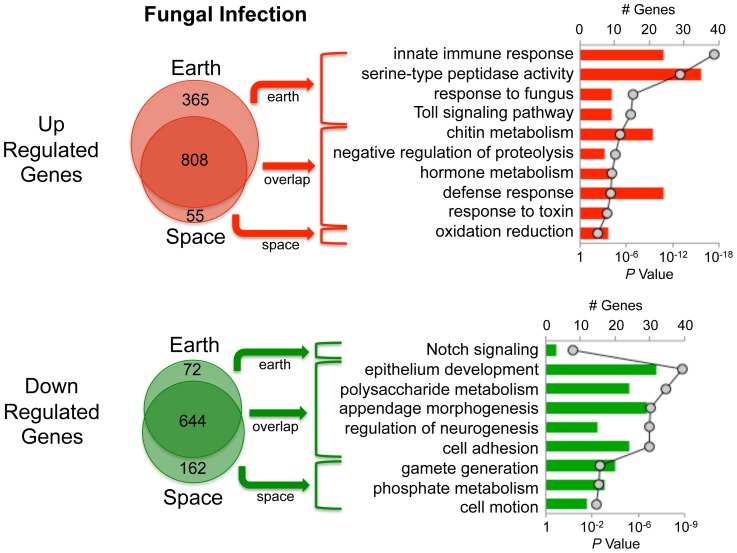
Microarray-based analysis of response to *B. bassiana*. The total number of genes upregulated or downregulated in Earth flies only (Earth) or space flies only (Space) or in both (overlap) are indicated by Venn diagrams. Pathway analysis of each of these groups is shown on the right side of the figure. The number of genes in each functional category is depicted in bar graphs (primary y-axis), and the *P* values corresponding to statistical over-representation of each category are presented as a line graph (secondary y-axis). Note that certain genes annotated into more than one of these categories.

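In Earth flies the fungal infection raised 435 probe sets and lowered 245 at an adjusted p under 0.05 from limma, and in space flies it raised 76 and lowered 153. The largest rise in Earth flies was that of *CG33462*, listed in Table S1 among the serine peptidases, by 5.46 on the log2 scale (SE 0.80, adjusted p = 0.00122). It was followed by *CG30091*, *CG4757* (4.99), the cuticle protein gene *Cpr72Ec* (4.72, adjusted p = 2.2e-05) and the peptidase gene *CG11911* (4.45, adjusted p = 0.000351). In space flies the largest rises were those of *fit*, which encodes a satiety signal of the fat body, by 4.02 (adjusted p = 0.0251) and of the gut protease gene *Jon99Fi* by 3.94 (adjusted p = 0.0159), calls that ended without space uninfected 1 or space fungus 1 or 3 (3.43 to 4.01 and 3.18 to 3.78), that of fit without space uninfected 3 too (3.97). *CG8534* had the largest fall in both, -5.26 in Earth flies (adjusted p = 0.000689) and -4.29 in space flies (adjusted p = 0.00759). At the paper's cutoff, a fold of at least 1.5 and an unadjusted p of at most 0.05, 710 probe sets were raised in Earth flies alone, 359 in both and 141 in space flies alone. Lowered probe sets numbered 207 in Earth flies alone, 325 in both and 302 in space flies alone. Independent lists of these sizes would share 28.5 raised and 17.8 lowered probe sets. With single arrays left out, the raised probe sets ran from 467 to 1093 in Earth flies alone, 175 to 505 in both and 52 to 598 in space flies alone. The lowered ones ran from 148 to 432, 269 to 402 and 230 to 433, in the same order. Of the 710 raised in Earth flies alone, 577 also had a higher mean in infected space flies, 235 had an unadjusted p under 0.05 for the difference between the responses, and 8 passed limma's adjusted test of it. The probe sets that changed at the adjusted threshold numbered 680 in Earth flies and were 336 without Earth uninfected 2, 356 without Earth uninfected 3, 393 without Earth fungus 1 and 272 without Earth fungus 2; in space flies the 229 became 97 without space uninfected 1, 141 without space uninfected 2, 58 without space fungus 1 and 73 without space fungus 3. Without the 3 arrays of narrow signal range, a choice made after seeing the data, 1247 changed in Earth flies. The rises were 64.0% of the changes in Earth flies and 49.3% after quantile normalization, with 442 raised and 455 lowered. In space flies 221 were raised and 300 lowered after that normalization, and 155 and 213 after median centring, which gave 500 and 358 in Earth flies.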

The AMPs *Metchnikowin* and *Drosomycin* are key indices of the Toll signaling response [7]. 

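On the arrays, the mean signal of *Mtk* in Earth flies, which encodes Metchnikowin, was 9.61 ± 1.55 (log2, SD, n = 3 arrays) without infection and 12.97 ± 0.43 after fungal infection. This is a log2 change of 3.36 (SE 0.82, adjusted p = 0.0316 from limma). In space flies the signal was 8.87 ± 1.19 without infection and 9.43 ± 1.81 after it, a change of 0.57 that did not pass the test (adjusted p = 0.919). *Drs*, which encodes Drosomycin, went from 11.90 ± 1.25 to 14.07 ± 0.36 in Earth flies, a log2 change of 2.17 (SE 0.50, adjusted p = 0.0243). In space flies it was 11.72 ± 0.63 and 11.99 ± 0.74 (change 0.27, adjusted p = 0.946). The difference between the responses was -2.80 (SE 1.16) for *Mtk* and -1.89 (SE 0.71) for *Drs*, and neither passed the test over all probe sets (adjusted p = 1 for both). Between infected space and infected Earth flies the log2 difference was -3.54 for *Mtk* (adjusted p = 0.13) and -2.08 for *Drs* (adjusted p = 0.155). The rise of *Mtk* in Earth flies no longer passed after quantile normalization (3.08) or without Earth uninfected 2 (3.69) or 3 (2.48) or Earth fungus 1 (3.40) or 2 (3.13). That of *Drs* did not pass after quantile normalization (1.84) or without Earth uninfected 3 (1.49) or Earth fungus 1 (2.21) or 2 (1.97).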

Figures 3 and 4A present transcriptional analysis by quantitative real-time PCR (qPCR) and microarray-based analysis establishing the failed induction of these two genes in space flies. Results of microarray-based analysis for additional genes are also presented in Figure 4A. 

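The serpin gene *nec* rose in Earth flies after fungal infection, and the Toll receptor gene *Tl* rose with it. The signal of *nec* was 11.07 ± 0.95 (log2, SD, n = 3 arrays) in uninfected and 13.03 ± 0.31 in fungus infected Earth flies (log2 change 1.96, SE 0.38, adjusted p = 0.00849 from limma). In space flies it was 10.97 ± 0.31 and 11.50 ± 0.65, a change of 0.53 (adjusted p = 0.736). The interaction for *nec* was -1.44 (SE 0.54, adjusted p = 1), so a difference between space and Earth flies was not detected for this gene over all probe sets. *Tl* had a log2 change of 0.87 (SE 0.21, adjusted p = 0.0292) in Earth flies and -0.39 (adjusted p = 0.544) in space flies, with an interaction of -1.26 (SE 0.30, adjusted p = 0.331). The gene of the protease Persephone, *psh*, had a log2 change of 0.09 (SE 0.27, adjusted p = 0.958) in Earth flies and 0.67 (adjusted p = 0.331) in space flies. The cytoplasmic genes of the pathway did not pass in either: *pll*, a kinase, was at 0.68 (adjusted p = 0.0695) and 0.04, and *cact*, the inhibitor that holds Dorsal and Dif in the cytoplasm, at 0.96 (adjusted p = 0.161) and -0.43. The call of *nec* in Earth flies ended without Earth fungus 2 (1.80). That of *Tl* ended after quantile normalization (0.73) and without Earth uninfected 1 (0.72) or 2 (0.89) or Earth fungus 2 (0.93) or 3 (0.69), and *pll* passed without Earth fungus 1 (0.86), after quantile normalization (0.60) and after median centring (0.64). Both *pll* and *cact* passed in Earth flies with the replicate number as a block within the 2 groups compared, an alternative chosen after seeing the data.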

Note that *necrotic* (*nec*) is upregulated in the Earth flies, which is an indicator of a strong anti-fungal response since Nec downregulates the immune reaction via negative regulation of Persephone (Psh) [29]. A complete listing of the fold changes and associated *p* values for all the transcriptionally modulated genes of the categories shown in Figure 2 is presented in Table S1.

**Figure 3:**
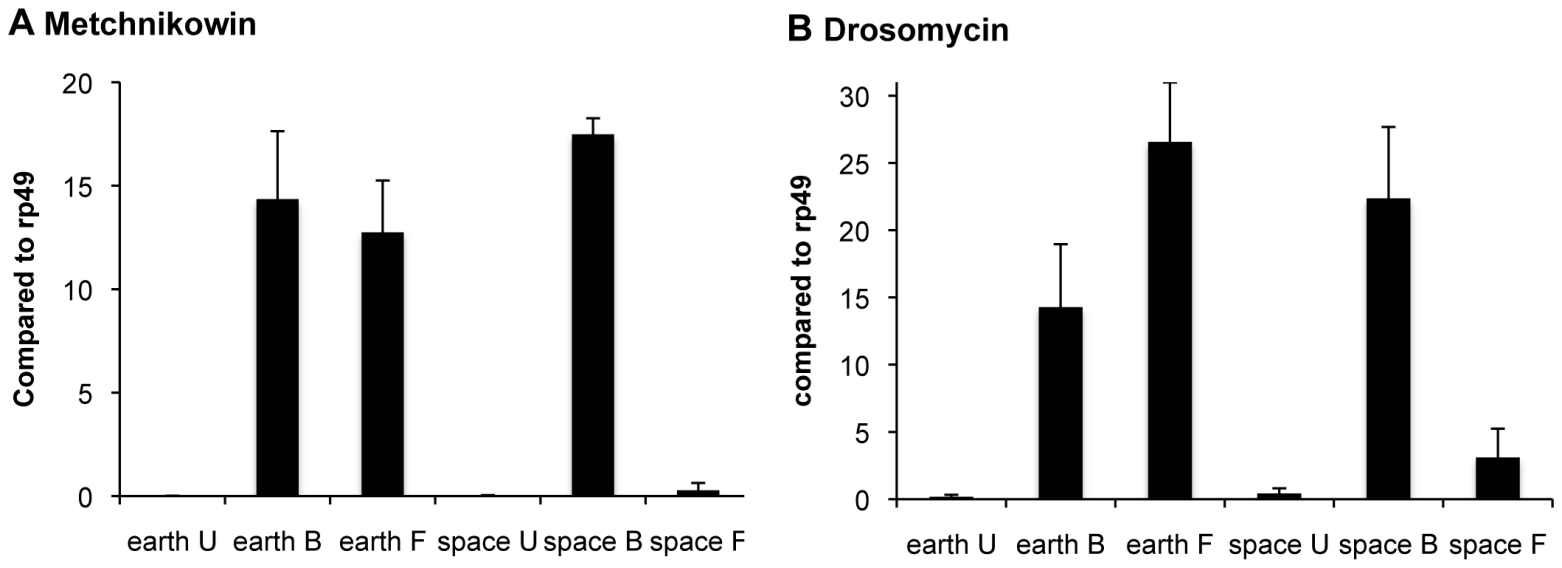
Antifungal AMPs. **A.** *Metchnikowin* and **B.** *Drosomycin* transcript levels were assessed by qPCR in space and Earth flies infected with fungus (F) or bacteria (B), or uninfected (U), and standardized by comparison to the level of ribosomal protein gene *rp49*. Error bars = SEM for 3 experiments.

**Figure 4:**
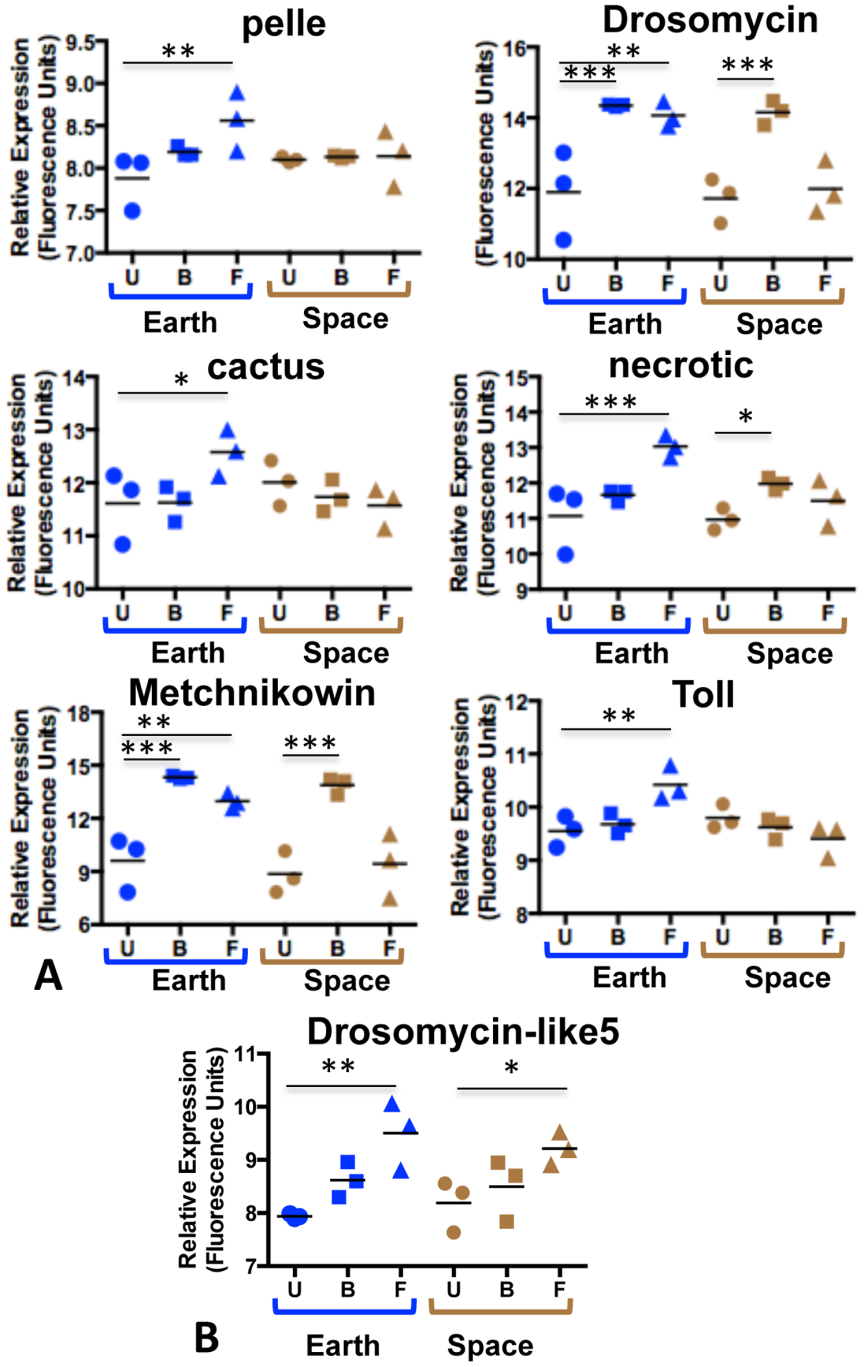
Transcriptional profiling of genes associated with the Toll pathway. **A.**Relative expression levels of selected Toll associated genes as detected by microarray are shown in uninfected (U, circles) Earth (blue) and space (tan) flies, and following fungal (F, triangles) or bacterial (B, squares) infection of space and Earth flies. Transcriptional regulation **A.** not shared or **B.** shared by space and earth flies infected with fungus.

Collectively, these data indicate that Toll mediated responses to *B. bassiana* are impaired in space flies, and in particular the failure of *Drosomycin* and *Metchnikowin* activation indicates that the space flies are severely immunocompromised. 

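Fungus infected space flies were also compared directly with fungus infected Earth flies. In the space flies 36 probe sets were lower and 2 were higher. The lower genes include *CG33462* (-5.54 on the log2 scale, SE 0.80, adjusted p = 0.00729 from limma, n = 3 arrays per group), *Cpr72Ec* (-2.49, adjusted p = 0.0228) and *yellow-f* (-2.39, adjusted p = 0.000862), an enzyme of melanin synthesis. The Nimrod genes *NimB3* (-2.24, SE 0.39), *NimB1* (-1.50) and *NimB2* (-0.94), which encode secreted proteins related to phagocytic receptors, were lower with adjusted p from 0.0316 to 0.0348, and so was *Irc*, an immune catalase (-1.03). The 2 higher genes, *PPO2* and *PPO1*, encode prophenoloxidases. All 7 measured Bomanin and immune induced genes were lower when adjusted over the list alone, and none over all probe sets (median -1.24, camera adjusted p = 1.05e-08). Of the AMP genes 3 of 12 were lower when adjusted over the list alone (median -0.86, adjusted p = 0.000113). Of the 21 Toll pathway genes *spirit* was lower, by -1.32 (SE 0.24, adjusted p = 0.035), and 5 when adjusted over the list alone (median -0.26, adjusted p = 0.00039). With an estimated correlation the lists did not pass (adjusted p = 0.231, 0.717 and 0.719, in the same order), and that of the Toll pathway failed without Earth fungus 3 too (adjusted p = 0.0644). Lists outside immunity were called lower as well: 39 of 41 genes of the cytosolic ribosome (median -0.39, adjusted p = 8e-07), 56 of 69 of the mitochondrial ribosome (median -0.18, adjusted p = 0.0268), 17 of 19 of muscle (median -0.28, adjusted p = 0.0308) and 13 of 15 of the unfolded protein response (median -0.36, adjusted p = 0.00905). With an estimated correlation none of these 4 passed (adjusted p = 0.719, 0.879, 0.879 and 0.864, in the same order). Markers of females were called higher (17 of 24, median 0.14, adjusted p = 0.00956, and 0.231 with an estimated correlation). After quantile normalization these 5 calls ended (adjusted p = 0.232, 0.159, 0.938, 0.074 and 0.182), while those of the Bomanins, the AMPs and the Toll pathway stayed. Single arrays ended them too, except that of the cytosolic ribosome: space fungus 1 (0.77) or 3 (0.263) or Earth fungus 1 (0.354) or 2 (0.27) for the mitochondrial ribosome, space fungus 2 (0.854) or Earth fungus 3 (0.17) for muscle, space fungus 2 (0.185) or Earth fungus 3 (0.0761) for the unfolded protein response, and space fungus 2 (0.28) or Earth fungus 2 (0.27) for the markers of females. Lower calls of genes of the accessory gland (19 of 20, adjusted p = 2.37e-05) and of chitin (23 of 27, adjusted p = 0.000615) stayed after quantile normalization and without any single array, and were lost with an estimated correlation (adjusted p = 0.719 for each). The 38 changed probe sets became 7 without space fungus 1, 21 without space fungus 2, 19 without space fungus 3, 7 without Earth fungus 2 and 83 without Earth fungus 3. The call of *CG33462* ended without space fungus 1 (-5.01) or Earth fungus 2 (-5.29), and that of *spirit* without space fungus 1 (-1.30), 2 (-1.28) or 3 (-1.37) or Earth fungus 2 (-1.22) or 3 (-1.18), while *Cpr72Ec* lost its own without space fungus 1, 2 or 3 or Earth fungus 2 (-2.64 to -2.33). From its data on fungal infection collectively, the paper concludes that Toll mediated responses to *B. bassiana* are impaired in space flies, and from the failure of *Drs* and *Mtk* to be activated that these flies are severely immunocompromised.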

The data do not, however, reflect a complete failure of the space flies to react to the infection. 

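Genes that rose in fungus infected space flies had mostly risen in Earth flies as well. Of 76 probe sets raised in space flies, 74 were higher in infected Earth flies and 56 were raised there at an adjusted p under 0.05 from limma. Their median log2 change was 1.37 in space flies and 1.24 in Earth flies. In the other direction, 394 of the 435 probe sets raised in Earth flies were higher in infected space flies, with a median of 1.31 in Earth flies and 0.60 in space flies. Of 9 measured genes of the adult fat body, the organ that makes most immune peptides, 1 rose in space flies and 2 in Earth flies (3 and 2 when adjusted over the list alone). The gene that rose in space flies was the lipase gene *Lip4*, by 0.75 (adjusted p = 0.0498), a call that ended without space uninfected 1 or 2 or space fungus 1, 2 or 3 (0.64 to 0.82). As a list they were higher by camera in space flies (adjusted p = 0.00367) and in Earth flies (0.0106), calls that were lost with an estimated correlation (adjusted p = 0.638 and 0.668), and in Earth flies also without Earth uninfected 1 (adjusted p = 0.107). *Gnmt*, which encodes a methyltransferase of methionine metabolism, rose by 2.60 in space flies, but not without space uninfected 1 (2.12) or space fungus 1 (2.60) or 3 (2.39). Of 153 probe sets lowered in space flies, 149 were lower and 101 lowered in Earth flies, such as the cuticle protein gene *Cpr64Aa* (-3.76 in space flies and -3.97 in Earth flies, adjusted p = 0.000295 in the latter). Of 245 probe sets lowered in Earth flies, 241 were lower in infected space flies and 101 were lowered there. Of the 435 raised in Earth flies, 56 were raised in space flies. The median of the 245 was -1.29 in Earth flies and -1.01 in space flies, a smaller loss than that of the rises.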

Some defense response category genes were activated in space flies as well as Earth flies (Figure 2 and Table S1), and these indicate that signaling pathways other than Toll are functional in space flies. Some of these genes are *Turandot* (*Tot*) family members, a set of genes induced under a variety of stresses such as septic infection, paraquat feeding, UV exposure and heat shock, and with complex regulation involving the Jak-Stat, Imd and Mekk1 pathways [30], [31], [32]. Also induced in both space and Earth flies are the fungal infection response genes *Thioester containing protein IV* (*Tep IV*), which has an alpha-macroglobulin complement component, and *Transferrin 1* (*Tsf1*), which is predicted to be involved in iron homeostasis. Both of these genes are also induced in response to DNA damage in the larval epidermis, as is *Tot C* [33], [34].

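Of the Turandot genes, 5 could be assigned a probe set of their own, and none passed limma's test after fungal infection in Earth or in space flies (0 in Earth flies and 1 in space flies when adjusted over the list alone). *TotC* had the largest change of the 5. Its log2 signal was 6.86 ± 1.22 (SD, n = 3 arrays) in uninfected and 9.50 ± 0.78 in infected Earth flies (change 2.64, SE 1.13, adjusted p = 0.305), and 6.94 ± 1.94 and 10.53 ± 2.05 in the same groups of space flies (change 3.59, adjusted p = 0.171). *TotB*, *TotE* and *TotF* had log2 changes of -0.08, -0.10 and -0.12 in Earth flies. *TotA*, *TotM* and *TotX* have no probe set with a single gene name and were not analysed here.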

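*Tep4* rose in fungus infected Earth flies, from a log2 signal of 11.19 ± 0.54 (SD, n = 3 arrays) to 12.98 ± 0.29, a log2 change of 1.79 (SE 0.35, adjusted p = 0.00827 from limma). In space flies it was 11.48 ± 0.56 and 12.42 ± 0.76, and the change of 0.95 did not pass the test (adjusted p = 0.272). *Tsf1* rose in Earth flies from 12.70 ± 0.47 to 14.24 ± 0.24 (log2 change 1.54, SE 0.33, adjusted p = 0.0161), while in space flies the change of 1.12 from 12.31 ± 0.63 to 13.43 ± 0.69 did not pass (adjusted p = 0.138). The call of *Tep4* in Earth flies ended without Earth fungus 2 (1.70), and that of *Tsf1* without Earth uninfected 1 (1.27) or Earth fungus 2 (1.41). In space flies both passed after quantile normalization, with *Tep4* at 0.99, *Tsf1* after median centring (1.15), and both without space fungus 2, an array of narrow signal range (1.38 and 1.51).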

The only AMP gene induced in space flies by the fungal infection is *Drosomycin-like 5* (*Drsl5*) (Figure 4B). 

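The mean signal of *Drsl5* after fungal infection was higher than that before it in both kinds of flies. In Earth flies the log2 signal was 7.94 ± 0.04 (SD, n = 3 arrays) and 9.50 ± 0.64, a change of 1.57 (SE 0.33, adjusted p = 0.0154 from limma). In space flies it was 8.19 ± 0.49 and 9.21 ± 0.31, a change of 1.02 that did not pass the test over all probe sets (adjusted p = 0.194). The call in Earth flies ended without Earth uninfected 2 (1.59) or 3 (1.56) and without Earth fungus 1 (1.29) or 2 (1.50).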

*Drsl5* induction in response to *B. bassiana* is regulated by both the Toll and Imd pathways [7]. Thus induction of *Drsl5* in the space flies is not necessarily evidence for a functional Toll response and may represent activation by the Imd pathway (see below) or another route. Both space and Earth flies upregulated genes associated with response to toxins, including cytochrome P450s (*Cyp4ac1*, *Cyp4ac2*, *Cyp4aa1*, *Cyp304a1*), which are associated with detoxification of xenobiotics and hormone metabolism [35], [36] (Table S1).

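Genes of the cytochrome P450 family, which oxidize toxins and hormones, rose in number after fungal infection in both kinds of flies. Of 83 measured P450 genes 11 rose and 1 fell in Earth flies (21 and 4 when adjusted over the list alone), and 3 rose and 1 fell in space flies (15 and 2 when adjusted over the list alone). In Earth flies *Cyp4p3* rose by 1.34 (adjusted p = 0.000322 from limma) and *Cyp9b1* by 1.66 (adjusted p = 0.00194), and *Cyp4s3* fell in Earth flies (-1.29, adjusted p = 0.00927) and in space flies (-1.19, adjusted p = 0.0359). Of the genes named in the paper, *Cyp4ac2* had a log2 change of 1.39 in Earth flies (adjusted p = 0.0737) and rose in space flies by 1.75 (SE 0.40, adjusted p = 0.045, n = 3 arrays per group). *Cyp4aa1* rose in Earth flies by 1.89 (SE 0.50, adjusted p = 0.0479) and was at 2.07 in space flies (adjusted p = 0.0565). *Cyp4ac1*, at 0.40 and 0.93, and *Cyp304a1*, at 1.04 and 1.08, passed in neither. As a list the P450 genes were higher in Earth flies (65 of 83, camera adjusted p = 0.00262) and in space flies (66 of 83, adjusted p = 3.65e-07), and the difference between the responses did not pass (adjusted p = 0.154), except without space uninfected 2 (0.0169), Earth uninfected 2 (0.0408) or Earth fungus 1 (0.0398). With an estimated correlation neither list passed (adjusted p = 0.733 and 0.638). The call of *Cyp4ac2* ended without space uninfected 1 (1.34) or 3 (1.85) or space fungus 1 (1.69), 2 (1.83) or 3 (1.73), and that of *Cyp4aa1* without Earth uninfected 2 (1.78) or 3 (1.65) or Earth fungus 1 (1.86) or 2 (1.68) and after quantile normalization (1.80). *Cyp4s3* lost its call in Earth flies without Earth uninfected 2 (-1.10) or Earth fungus 2 (-1.27), and in space flies without space uninfected 1 or 2 or space fungus 1, 2 or 3 (-1.21 to -1.02). *Cyp4ac2* passed in Earth flies without Earth uninfected 1 (1.69) or Earth fungus 3 (1.83) and with the replicate number as a block, a choice made after seeing the data, *Cyp304a1* without Earth fungus 3 (1.53), and *Cyp4aa1* in space flies without space uninfected 2 (2.55) or after quantile normalization (2.15) or median centring (2.10).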

Genes induced uniquely in the space flies by fungal infection could indicate an altered infection response. However, only one category of genes emerged from microarray analysis as specifically induced by infection in space flies: oxidation/reduction (Figure 2 and Table S1). Six of the eight genes in this category are *Pyrroline 5-carboyxlate reductase* (*P5cr*), probable cytochrome P450s (*Cyp6t1*, *Cyp6t1* and *Cyp6a13*), *CG6012* and *CG10131*. 

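Under their current names these genes, with *Cyp6w1* of Table S1, are *P5cr*, *Cyp6t1*, *Cyp6w1*, *Cyp6a13*, *CG6012* and *Had2*, and each has a probe set of its own. In fungus infected against uninfected space flies their log2 changes were 0.56 for *P5cr*, which makes proline, 0.87 for *Cyp6w1* and 0.56 for *Cyp6a13*, 0.75 for *CG6012* and 0.54 for *Had2* (n = 3 arrays per group). None passed limma's test over all probe sets, *Cyp6t1* among them, with adjusted p from 0.0918 for *CG6012* to 0.36 for *Cyp6w1*. Among the other P450 genes *Cyp4d21* rose in space flies by 2.51 (adjusted p = 0.0446) and *Cyp12b2* by 0.77 (adjusted p = 0.0453). These 2 calls ended without space uninfected 1 or 2 or space fungus 1 or 3 (1.87 to 2.80 and 0.65 to 0.88), and that of *Cyp12b2* without space uninfected 3 too (0.78).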

The remaining two genes, *phenoloxidase subunit A3* (*PO45*) and *prophenol oxidase A1* (*proPO-A1*), have roles in melanization, which is also used as a defense against pathogens and in wound response [37]. However, other genes in the melanization cascade were upregulated in Earth flies but unchanged in the space flies, e.g. *MP1*, S*pn27A* and *Hayan* [38], [39]. In contrast, *Gram-negative binding protein 3* (*GNBP3*) is upregulated in space flies, and GNBP3 assembles defense complexes, including phenol oxidases, in a Toll independent manner [40].

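Both prophenoloxidase genes rose in space flies after fungal infection. *PPO2*, the current name of *PO45*, went from a log2 signal of 6.42 ± 0.27 (SD, n = 3 arrays) to 8.81 ± 0.39, a log2 change of 2.39 (SE 0.27, adjusted p = 0.000813 from limma), and *PPO1*, the current name of *proPO-A1*, from 5.72 ± 0.43 to 7.85 ± 0.37, a change of 2.13 (SE 0.31, adjusted p = 0.00369). In Earth flies *PPO2* was at 6.77 ± 0.46 and 7.04 ± 0.29 (change 0.27, adjusted p = 0.803) and *PPO1* at 5.80 ± 0.72 and 6.19 ± 0.28 (change 0.39, adjusted p = 0.72). Their transcripts are made mainly in crystal cells, a kind of blood cell. The difference between the responses did not pass over all probe sets, at 2.12 (SE 0.37, adjusted p = 0.0684) for *PPO2* and 1.74 (SE 0.44, adjusted p = 0.426) for *PPO1*. It passed for *PPO2* after quantile normalization (2.22) or median centring (2.19) and without Earth uninfected 1 (2.37) or space fungus 2 (2.34). Between infected space and infected Earth flies *PPO2* was higher by 1.76 (SE 0.27, adjusted p = 0.0111) and *PPO1* by 1.66 (SE 0.31, adjusted p = 0.0382). Those 2 calls ended without space fungus 1 (1.68 and 1.66), space fungus 3 (1.63 and 1.47) or Earth fungus 2 (1.68 and 1.61), and that of *PPO1* also without space fungus 2 (1.84) or Earth fungus 1 (1.54).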

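*Hayan*, a serine protease that activates prophenoloxidase, rose in fungus infected Earth flies from a log2 signal of 8.09 ± 0.29 (SD, n = 3 arrays) to 9.44 ± 0.61, a change of 1.35 (SE 0.26, adjusted p = 0.0076 from limma). In space flies it was 8.48 ± 0.17 and 8.79 ± 0.07 (change 0.32, adjusted p = 0.786). The difference between the responses of *Hayan* was -1.04 (adjusted p = 0.99). *Spn27A*, the serpin that restrains melanization, had a log2 change of 0.88 in Earth flies (adjusted p = 0.213) and -0.10 in space flies (adjusted p = 0.977). Of 11 measured genes of melanization 2 rose and none fell in Earth flies, *Hayan* and *yellow-f*, the latter by 2.28 (SE 0.27, adjusted p = 0.000302), and camera called the list higher (adjusted p = 0.00269), a call that was lost with an estimated correlation (adjusted p = 0.513) and without Earth uninfected 1 (adjusted p = 0.0533). In space flies 2 rose, both of them prophenoloxidase genes, and none fell (3 up and 1 down when adjusted over the list alone; camera adjusted p = 0.0634), and the list passed there without space uninfected 1 (adjusted p = 0.00315) or space fungus 1 (0.0384). The call of *Hayan* in Earth flies ended without Earth fungus 2 (1.19). *MP1* has no probe set with a single gene name and was not analysed here.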

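The log2 signal of *GNBP3*, a receptor for fungal glucans, was 9.63 ± 0.47 (SD, n = 3 arrays) in uninfected and 10.44 ± 0.36 in fungus infected space flies, a change of 0.81 that did not pass limma's test (adjusted p = 0.171). In Earth flies it was 10.16 ± 0.44 and 10.56 ± 0.35 (change 0.40, adjusted p = 0.604). The difference between the responses was 0.41 (adjusted p = 1). The change in space flies passed after quantile normalization (0.83) or median centring (0.84). *grass*, the gene of a protease that acts after *GNBP3*, had a log2 change of 0.24 in Earth flies, and *spz*, which encodes the Toll ligand, 0.72 (adjusted p = 0.271).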

Initial detection of *B. bassiana* infection occurs through dual signaling arms upstream of Spz, the only known ligand for Toll [16], [41]. In one arm, Psh, moderated by suppression from Nec, senses fungal virulence factors and other danger signals, leading to activation of the Spätzle Processing Enzyme (SPE), cleavage of the Spz prodomain, and binding of processed Spz to the Toll transmembrane receptor [29]. In the other signaling arm, GNBP3 binds fungal cell wall components and initiates a cascade via ModSP and Grass that also leads to SPE activation and Spätzle binding to Toll [16], [42]. Thus, if space flies are defective in initial sensing of the infection, a minimum of two defects are needed to block both arms of the upstream signaling cascade. If the space flies are not defective in sensing, a single non-functional step at the level of SPE or further downstream in the Toll pathway could prevent the activation of target genes.

### The Imd Pathway is Activated Normally in Adults Raised in Space

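After infection with *E. coli* the antibacterial peptide genes rose steeply in Earth and in space flies alike. *Def*, which encodes Defensin, went from a log2 signal of 6.78 ± 1.45 (SD, n = 3 arrays) to 14.32 ± 0.19 in Earth flies and from 6.79 ± 0.79 to 14.07 ± 0.40 in space flies, log2 changes of 7.54 (SE 0.92, adjusted p = 0.000295 from limma) and 7.29 (adjusted p = 0.000528). *edin*, a secreted immune factor, rose by 4.89 (SE 0.24, adjusted p = 3.23e-08) in Earth flies and by 6.25 (adjusted p = 8.58e-10) in space flies. The protease gene *Hayan* rose by 3.01 and 2.95. Among the genes that fell were *CG4950* (-3.78 in Earth flies, -3.30 in space flies) and *NimC4*, a receptor of blood cells that engulf dying cells (-2.74 and -2.39). In Earth flies 177 probe sets rose and 50 fell, and in space flies 347 rose and 174 fell. The balance turned after quantile normalization, with 145 raised and 156 lowered in Earth flies and 385 raised and 484 lowered in space flies, and after median centring it was 196 and 104 in Earth flies and 487 and 297 in space flies. Of the 177 raised in Earth flies 176 were higher in infected space flies and 123 were raised there, and of the 50 lowered, 49 were lower and 36 lowered there. For no probe set did limma's test of the difference between the responses pass, while 467 had an unadjusted p under 0.05. A least-squares fit over all 18 arrays without moderation gave 0 as well, and weights for the arrays gave 325. Under those weights the mean of uninfected Earth flies rested mainly on replicate 2 (weight 6.62, against 0.356 and 0.402 for replicates 1 and 3). The 227 changed probe sets of Earth flies became 121 without Earth uninfected 3, 106 without Earth bacteria 2 and 114 without Earth bacteria 3. The 521 of space flies became 236 without space uninfected 1, 346 without space uninfected 2, 124 without space bacteria 2 and 156 without space bacteria 3.

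**Figure D2:**
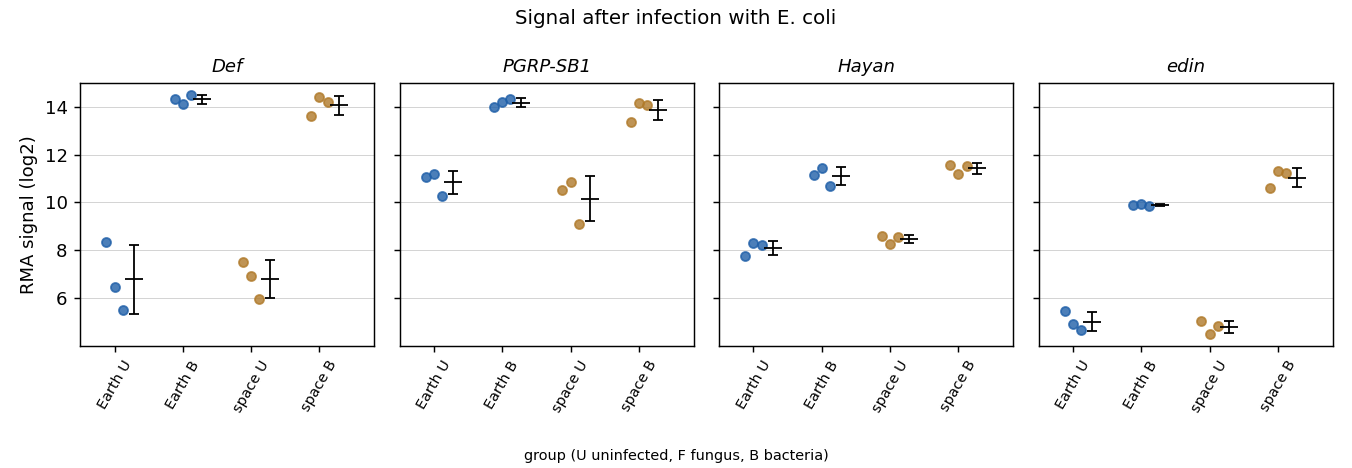
Log2 RMA signal of *Def*, *PGRP-SB1*, *Hayan* and *edin* in uninfected and *E. coli* infected flies; each point is an array, blue for Earth and tan for space flies, and black bars are the mean ± SD of 3 arrays. In infected flies *edin* was at 9.89 ± 0.04 on Earth arrays and 11.04 ± 0.39 on space arrays.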

In complete contrast to fungal infection, space flies infected with *E. coli* show strong gene expression responses similar in character to those of Earth flies (Figure 5). For both Earth and space flies, expected categories of upregulated genes [7], [14], [15] were statistically over-represented: innate immunity, response to bacterium and humoral immune response (Figure 5). Accordingly, the Imd pathway appears to have been activated normally in the space flies. 

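The AMP genes and the genes of the Imd pathway rose as groups after *E. coli* infection in both kinds of flies. Of 12 measured AMP genes 6 rose and none fell in Earth flies (6 when adjusted over the list alone), and 6 rose in space flies (7 when adjusted over the list alone), with a median log2 change of 1.49 in each. The attacin gene *AttD* rose from 5.32 ± 0.08 (SD, n = 3 arrays) to 12.59 ± 0.32 in Earth flies and from 5.68 ± 1.18 to 12.32 ± 0.48 in space flies. Of 17 measured genes of the Imd pathway 6 rose in Earth flies (8 when adjusted over the list alone) and 5 in space flies (8, with 1 lower, when adjusted over the list alone), with medians of 0.58 and 0.66 (0.31 in Earth flies after quantile normalization). *Rel*, the NF-kB factor of the pathway, rose in Earth flies by 1.92 (adjusted p = 0.0217 from limma) and was at 1.13 in space flies (adjusted p = 0.129). Camera called both lists higher, the AMPs with adjusted p = 1.46e-08 in Earth and 6.96e-06 in space flies, and the Imd pathway with 1.46e-08 and 3.7e-06. With an estimated correlation these calls were lost (adjusted p = 0.213 and 0.434 for the AMPs, 0.0818 and 0.434 for the Imd pathway). The call of *Rel* ended without Earth uninfected 1 (1.57) or Earth bacteria 1 (1.91) or 2 (1.75).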

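Among the peptidoglycan recognition protein genes *PGRP-SB1* and *PGRP-LF* rose in space and in Earth flies. *PGRP-SB1* reached a log2 signal of 14.17 ± 0.18 (SD, n = 3 arrays) in infected Earth flies and 13.87 ± 0.43 in infected space flies, with changes of 3.32 (SE 0.38, adjusted p = 0.000175 from limma) and 3.71 (adjusted p = 6.93e-05). *PGRP-LF*, which holds the pathway back, rose by 2.49 (adjusted p = 0.000103) in Earth flies and by 1.92 (adjusted p = 0.00133) in space flies. Over the 19 named AMP, Bomanin and immune induced genes, the median log2 change was 1.20 in Earth flies (limma's fry, adjusted p = 0.00308) and 1.04 in space flies (adjusted p = 0.00308), and the difference between the responses had a median of -0.13 (adjusted p = 0.844). From the over-represented immune categories in both kinds of flies, the paper proposes that the Imd pathway was activated in space flies as it normally is.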

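Of the AMPs, *DptB*, a diptericin, rose after *E. coli* infection from a log2 signal of 9.31 ± 1.14 (SD, n = 3 arrays) to 14.04 ± 0.07 in Earth flies (change 4.73, SE 0.77, adjusted p = 0.00454 from limma) and from 8.44 ± 1.56 to 13.76 ± 0.40 in space flies (change 5.33, adjusted p = 0.00177). *CecB*, a cecropin, rose by 2.30 in Earth flies and 2.43 in space flies. Of the PGRPs, *PGRP-LB* rose by 3.11 and 3.16 and *PGRP-SC2* by 3.94 and 3.15, while *PGRP-LA* did not pass at 1.08 (adjusted p = 0.158) and 1.16 (adjusted p = 0.0727). *TotC* had a log2 change of 4.81 in Earth flies (adjusted p = 0.0534) and rose by 5.86 in space flies (adjusted p = 0.0127). Of the 7 measured Bomanin and immune induced genes, 1 rose in Earth flies and none in space flies (5 and 7 when adjusted over the list alone), with *BomT3* at 1.74 in Earth flies and *BomS2* at 0.98 and 0.85. *Tep4* was at 1.46 in Earth flies (adjusted p = 0.056) and rose in space flies by 1.55 (adjusted p = 0.0283). The clotting protein gene *Hml* rose by 1.72 (adjusted p = 0.0216) and 1.40 (adjusted p = 0.0422). *Diap2*, an inhibitor of apoptosis that acts in the Imd pathway, was at 0.81 and 0.96 (adjusted p = 0.239 and 0.0859), *egr*, the ligand of JNK signalling, at 0.17 and 0.19, and *Sarm*, the current name of *Ect4*, at 0.18 and 0.51, and these passed in neither. For *egr* and *Sarm* these are values of the brightest probe set. Another probe set gave folds of 2.41 and 1.58 for *egr* and of 1.69 and 1.98 for *Sarm*, close to those of the paper's Table 1. The call of *TotC* in space flies ended without space uninfected 1 (5.27) or space bacteria 2 (5.62), *TotC* passed in Earth flies without Earth bacteria 2 (5.82), *BomS2* without Earth uninfected 2 (1.33), and *Tep4* after quantile normalization (1.10) or median centring (1.38). That of *Hml* in Earth flies ended without Earth uninfected 2 (1.51) or 3 (1.74) or Earth bacteria 1 (1.74), 2 (1.68) or 3 (1.73), and that of *Tep4* in space flies without space uninfected 1 (1.31) or 2 (1.49) or space bacteria 1, 2 or 3 (1.52 to 1.60). *BomT3* lost its call in Earth flies after quantile normalization (1.41) and without any 1 of Earth uninfected 1 and 3 and Earth bacteria 1, 2 and 3 (1.28 to 1.84), and *Hml* its call in space flies without any 1 of the 6 arrays (1.14 to 1.56). In space flies *Diap2* passed without space uninfected 3 (1.26) and after median centring (0.93).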

Table 1 presents a subset of these genes categorized into AMPs, Peptidoglycan recognition proteins (PGRPs), Turandot, Immune induced molecules, Thioester-containing proteins, and Miscellaneous. Table S2 details all of the transcriptionally upregulated and downregulated genes in the categories presented in Figure 5. 

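After *E. coli* infection *Mtk* reached a log2 signal of 14.32 ± 0.09 (SD, n = 3 arrays) in Earth flies and 13.88 ± 0.48 in space flies. Its log2 changes were 4.71 (adjusted p = 0.00775 from limma) and 5.02 (adjusted p = 0.00435), and these differed by 0.31 (adjusted p = 1). *Drs* rose by 2.45 (SE 0.50, adjusted p = 0.0238) to 14.35 ± 0.03 in Earth flies and by 2.44 (adjusted p = 0.0182) to 14.16 ± 0.35 in space flies, a difference of -0.01 (adjusted p = 1). The call of *Drs* in Earth flies ended after quantile normalization (1.91) and without Earth uninfected 3 (1.77) or Earth bacteria 1 (2.44), 2 (2.47) or 3 (2.44). In space flies it ended after quantile normalization (1.94) and without space uninfected 3 (2.09) or space bacteria 2 (2.28) or 3 (2.42).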

D*rosomycin* and *Metchnikowin* are included among the standard AMP genes activated by *E. coli* infection (Table 1, Figures 3 and 4). Despite its activation by a Gram-negative organism, D*rosomycin* is mainly considered a readout for Toll signaling through cross recognition extracellularly or cross talk intracellularly with Imd or another pathway [16]. As discussed below, our hypotheses on the effects of µg on Toll function would suggest the cross-reaction is downstream of Toll receptor activation. Metchnikowin has both antibacterial and antifungal activity, and can be activated transcriptionally through Imd or Toll, depending on the type of infection [43]. Thus the normal induction of *Metchnikowin* in the bacteria infected space flies, but lack of induction in the fungus infected space flies, characterizes the normal Imd signaling versus the abnormal Toll signaling of the space flies.

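The flight effect on *Mtk* after fungal infection was set against that after bacterial infection, as space minus Earth in the former less space minus Earth in the latter. It was -3.10 on the log2 scale (SE 1.16) and did not pass limma's test over all probe sets (adjusted p = 1, n = 3 arrays per group). For *Drs* it was -1.88 (adjusted p = 1), for *nec* -1.85 (adjusted p = 0.877) and for the Toll protease gene *spirit* -1.29 (adjusted p = 0.592). Over the 19 named AMP, Bomanin and immune induced genes, 18 had a negative value, with a median of -1.03 (limma's fry, adjusted p = 0.134). Among fungus infected flies alone the same 19 genes were lower in space flies, with a median of -1.19 (fry, adjusted p = 0.0144), and among bacteria infected flies the median was -0.22 (fry, adjusted p = 0.678).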

**Figure 5:**
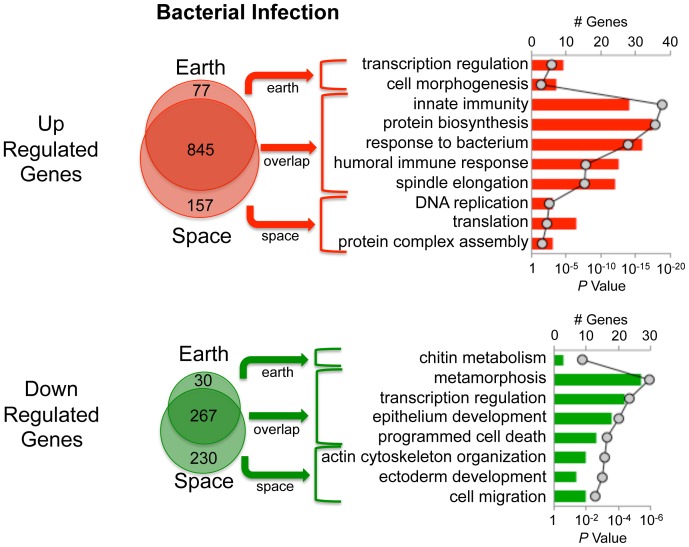
Microarray-based analysis of response to *E. coli*. The total number of genes upregulated or downregulated in Earth flies only (Earth) or space flies only (space) or in both (overlap) are indicated by Venn diagrams. Pathway analysis is shown on the right side of the figure. The number of genes in each functional category is depicted in bar graphs (primary y-axis), and the *P* values corresponding to statistical over-representation of each category are presented as a line graph (secondary y-axis).

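At the paper's cutoff, *E. coli* infection raised 335 probe sets in Earth flies alone, 543 in both and 765 in space flies alone. It lowered 140 in Earth flies alone, 160 in both and 443 in space flies alone. Independent lists of these sizes would share 61.2 raised and 9.64 lowered probe sets. Of the 765 raised in space flies alone 747 were also higher in infected Earth flies, and of the 335 raised in Earth flies alone 300 were also higher in infected space flies. None of these probe sets passed limma's adjusted test of the difference between the responses, which had an unadjusted p under 0.05 for 35 of those 335. Among the genes raised in space flies were aminoacyl-tRNA synthetase genes, which load tRNAs with amino acids: 5 of 20 rose in space flies, such as *ValRS* (1.19, adjusted p = 0.0126) and *GluProRS* (0.94, adjusted p = 0.0146), and none in Earth flies (14 and 3 when adjusted over the list alone; camera adjusted p = 3.7e-06 and 0.0146, and 0.589 and 0.816 with an estimated correlation). The response of the list was larger in space flies for 19 of the 20 (median difference 0.29, camera adjusted p = 0.000308; adjusted p = 0.938 with an estimated correlation), but uninfected space flies started lower in 19 of the 20 (median -0.24, adjusted p = 6.28e-05; 0.915 with an estimated correlation and 0.0505 without Earth uninfected 3). *ValRS* was at 8.01 in uninfected space flies and 8.54 in uninfected Earth flies, and between the bacteria infected flies the list did not pass (median 0.05, adjusted p = 0.613), so the larger response goes with the lower start. The calls of *ValRS* and *GluProRS* ended without space uninfected 1, with *GluProRS* at 0.78, or space bacteria 2 (1.15 and 0.92), and that of *ValRS* without space bacteria 3 (1.13). The list call in Earth flies ended without Earth uninfected 1 (adjusted p = 0.267) or Earth bacteria 1 (0.0718). The 765 became 285 without space uninfected 1 and 1329 without space uninfected 3, and the 335 became 539 without space uninfected 1, 533 without Earth uninfected 2 and 529 without Earth uninfected 3. The 140 became 357 without Earth uninfected 1 and 74 without Earth uninfected 2, and the 443 became 688 without space bacteria 1.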

**Table 1:** Antibacterial response is similar in space and earth flies.

Category	Symbol	Fold changeearth	P value earth	Fold changespace	P value space
**Antimicrobial proteins**					
Defensin	Def	186.4	0.00	156.1	0.00
Drosocin	Dro	68.3	0.00	77.8	0.00
Attacin-A	AttA	82.2	0.00	68.4	0.00
Attacin-C	AttC	14.9	0.00	15.7	0.00
Attacin-D	AttD	154.1	0.00	99.5	0.00
Diptericin B	DptB	26.6	0.00	40.1	0.00
Cecropin B	CecB	4.9	0.00	5.4	0.00
Cecropin C	CecC	24.2	0.00	30.9	0.00
Metchnikowin	Mtk	26.2	0.00	32.4	0.00
Drosomycin	Drs	5.5	0.00	5.4	0.00
**Peptidoglycan recognition proteins**					
Peptidoglycan recognition protein LC	PGRP-LC	2.4	0.00	2.0	0.00
Peptidoglycan-recognition protein SC2	PGRP-SC2	15.3	0.00	8.9	0.00
Peptidoglycan recognition protein LB	PGRP-LB	8.6	0.00	8.9	0.00
Peptidoglycan recognition protein LA	PGRP-LA	2.1	0.01	2.2	0.01
Peptidoglycan recognition protein LF	PGRP-LF	5.6	0.00	3.8	0.00
Peptidoglycan-recognition protein SB1	PGRP-SB1	10.0	0.00	13.1	0.00
**Stress inducible Turandot**					
Turandot M	TotM	20.6	0.00	27.9	0.00
Turandot A	TotA	5.5	0.02	6.8	0.01
Turandot X	TotX	2.2	0.21*	3.8	0.04
Turandot C	TotC	28.0	0.00	58.2	0.00
**Immune induced molecules**					
Immune induced molecule 10	CG33470	3.7	0.00	2.2	0.04
Immune induced molecule 23	IM23	3.8	0.01	3.1	0.02
Immune induced molecule 1	IM1	3.4	0.00	3.1	0.00
Immune induced molecule 2	IM2	2.0	0.00	1.8	0.01
Immune induced molecule 4	IM4	3.1	0.01	2.9	0.01
Immune induced molecule 10	IM10	3.5	0.00	2.8	0.01
**Thiolester containing proteins**					
Thiolester containing protein I	TepI	22.2	0.00	28.4	0.00
Thiolester containing protein II	TepII	5.2	0.00	4.0	0.00
Thiolester containing protein IV	TepIV	2.7	0.00	2.9	0.00
**Miscellaneous**					
insulin-stimulated eIF-4E binding protein	Thor	2.5	0.02	2.2	0.04
eiger	egr	2.4	0.05	1.6	0.28*
Relish	Rel	3.8	0.00	2.2	0.02
Sterile alpha & TIR motif-containing protein 1	Ect4	1.7	0.06*	2.0	0.02
Inhibitor of apoptosis 2	Iap2	1.8	0.02	1.9	0.01
Hemolectin	Hml	3.3	0.00	2.6	0.00

* P value not significant, >0.05.

### Adults Raised during Spaceflight have an Altered Transcriptional Profile

Comparing the transcription profiles of uninfected space and Earth flies provides valuable insights into the biological processes affected by the µg environment and thus generates clues as to the origin of the differing effects on Imd and Toll mediated responses. These comparisons may also provide evidence relevant to the enhanced post-infection survival at hyper g.

The transcriptional profiles of uninfected space and Earth flies were compared by first hierarchically clustering genes that were differentially expressed between the two groups (Figure 6). 

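In uninfected flies no gene passed limma's adjusted test between space and Earth flies, so the groups of genes with higher means in space flies are given as values. The genes that make inosine monophosphate, the precursor of purine nucleotides, had higher means in space flies for 5 of 6 measured (median log2 difference 0.46), with *Pfas* at 0.99 (SE 0.33, adjusted p = 1, n = 3 arrays per group), *Gart* at 0.69 and *Prat2* at 0.65. As a list they were higher by camera (adjusted p = 0.00832, and 0.902 with an estimated correlation). *Pfas*, *Gart* and *Prat2* are in the paper's Table 2, chosen on these arrays, so that call is not independent evidence. Of 8 genes of JNK signalling, a stress pathway, 7 had higher means (camera adjusted p = 0.0193, and 0.915 with an estimated correlation). They were led by the feedback phosphatase gene *puc*, itself in the paper's Table S3, at 0.97 (adjusted p = 0.444). The lowest adjusted p of all, 0.279, was shared by *GstD4*, a glutathione transferase at 4.63 ± 0.24 (log2, SD, n = 3) in Earth and 6.07 ± 0.48 in space flies, and *Cyp310a1* (0.79). A probe set common to 2 heat shock genes (2.44) had the same adjusted p. Of the genes of wing disc development in the paper's Table 2, *pan*, *LIMK1*, *Socs36E* and *rho* have no probe set with a single gene name and were not analysed here. The other 7 lay between 0.55 and 0.66 with adjusted p of at least 0.912, among them S, the gene of the EGF carrier Star (0.66), l(2)gd1 (0.65) and *tok*, a protease of the wing (0.62). They were chosen by the paper on these arrays, so their direction is not independent evidence. The call for the genes of inosine monophosphate synthesis ended without space uninfected 2 (adjusted p = 0.0522), and that for JNK signalling without space uninfected 3 (0.144) or Earth uninfected 1 (0.0821).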

Pathway analysis indicated the transcripts expressed at higher levels in space flies included a statistical over-representation of genes linked to stress response, inosine monophosphate (IMP) metabolism, response to hypoxia, wing disc morphogenesis, and apoptosis. 

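The 4 transporter genes given here from the paper's Table 2 had lower means in uninfected space flies than in uninfected Earth flies and did not pass the adjusted test. They were chosen by the paper on these arrays, so their direction is not independent evidence, and transporters as a group were not tested. The nucleoside transporter gene *CNT2* was at -1.11 on the log2 scale (SE 0.32, adjusted p = 0.749 from limma, n = 3 arrays per group), *CG9826* at -1.13 (adjusted p = 0.729), the vitamin transporter gene *Smvt* at -0.96 (SE 0.24, adjusted p = 0.46) and *dmGlut* at -0.69. Of the genes of oxidation and reduction, *RnrL*, the large subunit of ribonucleotide reductase, was at -0.63 (adjusted p = 0.673), *PH4alphaSG2* at -0.61 (adjusted p = 0.444) and *CG15629* at -0.58. Of the genes of structural molecules, 66 of 69 measured genes of the mitochondrial ribosome had lower means in space flies, with a median of -0.29 (-0.32 after quantile normalization). Camera called that list lower (adjusted p = 4.92e-16), and the call was lost with an estimated correlation (adjusted p = 0.902). Members named in the paper's Table 2 include *mRpS28* at -0.75 (adjusted p = 0.962) and the cuticle protein gene *Cpr92A* at -0.90.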

A much smaller list of transcripts was expressed at lower levels in space flies than Earth flies, and appeared to be enriched in genes associated with symporter activity, oxidation/reduction, and structural molecule activity (Figure 6). 

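Immune genes with higher means in uninfected space flies were measured on the same arrays. *Rel*, the NF-kB factor of the Imd pathway, had a log2 signal of 10.77 ± 0.61 (SD, n = 3 arrays) in Earth flies and 12.02 ± 0.42 in space flies, a difference of 1.26 (SE 0.39) that did not pass limma's test over all probe sets (adjusted p = 0.875). The Toll ligand gene *spz* was at 8.54 ± 0.38 and 9.28 ± 0.25 (difference 0.74, adjusted p = 1), and *dl*, the NF-kB factor Dorsal, differed by 0.73. The antiviral marker *vir-1* differed by 1.06 (SE 0.22, adjusted p = 0.438), the peptidase gene *CG18563* by 1.01 (adjusted p = 0.729) and the serpin gene *Spn28Db* by 0.70 (adjusted p = 0.817). The brakes on Imd signalling, *pirk* and *PGRP-LF*, differed by 0.71 and 0.66. Of the 21 measured genes of the Toll pathway 17 had higher means in space flies (median 0.22), and over the 17 of the Imd pathway the median was 0.15. Neither list passed camera (adjusted p = 0.067 and 0.0898), although the Toll pathway did without Earth uninfected 2 (adjusted p = 0.0169).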

Several immune response genes were also differentially expressed, but were not statistically over-represented as a functional category: *relish* (2.4 fold), *spätzle* (1.7 fold), *dorsal* (1.6 fold), *virus-induced RNA 1*(2.1 fold), *Serpin 28Db* (1.6 fold), serine peptidase CG18563 (2.0 fold), *pirk* (1.6 fold), and *PGRP-LF* (1.6 fold). In total, less than only 280 genes showed a significant difference in expression between space and Earth flies (Table 2, Table S3). 

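Uninfected space and Earth flies were not separated by any probe set at an adjusted p under 0.05 from limma. At an unadjusted p under 0.05 there were 814 probe sets, 4.34% of all. A further normalization to equal quantiles gave 1 changed probe set, weights for the arrays gave 509, and least-squares fits without moderation gave 0. With those weights the Earth mean rested mainly on replicate 2 (weight 6.62, against 0.356 and 0.402 for replicates 1 and 3). At the paper's cutoff 185 probe sets were higher and 67 lower in space flies. For 8.14% of all probe sets the 3 space arrays lay wholly above or below the 3 Earth arrays, where chance gives 10%. *GstD2*, another glutathione transferase, was among the genes with the largest means difference (2.00, adjusted p = 0.765), with the metal-binding protein gene *MtnB* (1.51). Of 35 measured glutathione transferase genes 3 were higher when adjusted over the list alone, and camera called the list at an adjusted p of 0.0479 (adjusted p = 0.915 with an estimated correlation). That call ended without space uninfected 2 (adjusted p = 0.478) or 3 (0.195) or Earth uninfected 3 (0.526) and after quantile normalization (0.0595). *GstD2* and *GstD4* are in the paper's Table S3, chosen on these arrays, so their direction is not independent evidence. Without space uninfected 1, an array of narrow signal range, 14 probe sets passed the adjusted test, and without all 3 arrays of narrow range, a choice made after seeing the data, 30 did. The 252 probe sets past the paper's cutoff became 412 without space uninfected 1, 416 without space uninfected 3, 516 without Earth uninfected 1 and 521 without Earth uninfected 3.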

Interestingly, 127 of these genes are uncharacterized and only identified as CG numbers [44], and may also be of interest in the spaceflight and immune context as more information is acquired.

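Table 2 and Table S3 of the paper together hold 268 gene names, of which 133 are CG numbers alone. For 234 of the names a probe set with a single gene symbol was found, with 163 higher and 71 lower in space flies. At the paper's cutoff 186 of the 234 were past it in the limma fit, and none passed the adjusted test over all probe sets. At the probe set closest to the printed fold, 232 had an unadjusted limma p of at most 0.05 and 186 a fold of at least 1.5. The shortfall therefore lies mainly in the fold. *CG9826* and *CG15629* are among the CG numbers with lower means and *CG18563* among those with higher means.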

**Figure 6:**
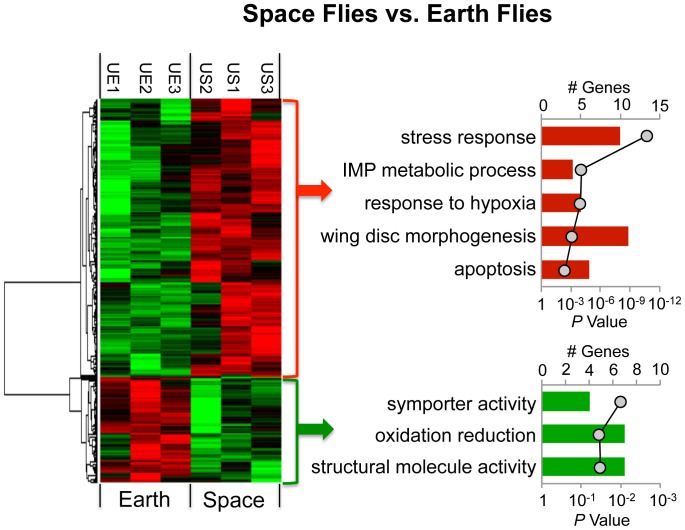
Analysis of transcriptional modulations produced by spaceflight. Transcriptional profiles of uninfected space and Earth flies were compared and differentially expressed genes were grouped by hierarchical clustering. Pathway analysis was utilized to identify statistically enriched biological themes. The number of genes in each category is depicted in bar graphs (primary y-axis), and the *P* values corresponding to statistical over-representation of each category are presented as a line graph (secondary y-axis).

**Table 2:** Transcriptional response of space flies without an infection.

Catagories of genes with altered response					
	Symbol	Fold Change		Symbol	Fold Change
**Stress Response (P value 1.59E-11)**			**Response to Hypoxia (P value 1.07E-04)**		
Heat shock protein 70Bc	Hsp70Bc	13.0	Heat shock protein 70Bc	Hsp70Bc	13.0
Heat shock protein 70Aa,Ab	Hsp70Aa,Ab	9.1	hairy	h	1.9
Heat shock protein 22	Hsp22	5.4	Heat shock protein 70Aa,Ab	Hsp70Aa,Ab	9.1
Heat shock gene 67Bc	Hsp67Bc	3.4	Heat shock protein 70Ba	Hsp70Ba	11.4
Heat shock protein 70Ba	Hsp70Ba	11.4	Heat shock protein 23	Hsp23	2.8
Heat shock protein 26	Hsp26	3.3	**IMP Metabolic Process (P value 8.24E-05)**		
Heat shock protein 23	Hsp23	2.8	adenosine 3	ade3	1.6
Heat shock protein 27	Hsp27	3.6	Dmel_CG11089	CG11089	1.6
Heat shock gene 67Ba	Hsp67Ba	1.5	Phosphoribosylamidotransferase 2	Prat2	1.6
Heat shock protein 68	Hsp68	5.0	adenosine 2	ade2	2.0
**Wing Disc Morphogenesis (P value 7.88E-04)**			**Apoptosis (P value 3.86E-03)**		
tolkin	tok	1.5	Protein kinase 61C	Pdk1	1.7
pangolin	pan	1.9	Rep3	Drep-3	1.5
Tissue inhibitor of metalloproteases	Timp	1.5	Strica	dream	1.6
Star	S	1.6	MAP kinase-activating death domain protein	rab3-GEF	1.5
LIM-kinase1	LIMK1	1.5	starvin	stv	2.1
knot	kn	1.5	Death associated molecule related to Mch2	Damm	2.1
schnurri	shn	1.5	**Symporter Activity (P value 9.82E-03)**		
lethal (2) giant discs 1	l(2)gd1	1.6	Dmel_CG8083	CG8083	−2.2
downstream of receptor kinase	drk	1.5	Dmel_CG9826	CG9826	−2.2
Suppressor of cytokine signaling at 36E	Socs36E	2.3	Sodium-dependent multivitamin transporter	Smvt	−1.9
rhomboid	rho	1.9	lethal (2) 01810	dmGlut	−1.6
**Oxidation Reduction (P value 3.50E-02)**			**Structural Molecule Activity (P value 3.18E-02)**		
Dmel_CG3609	CG3609	−1.5	obstructor-B	obst-B	−1.6
Ribonucleoside diphosphate reductase large subunit	RnrL	−1.5	mitochondrial ribosomal protein S28	mRpS28	−1.7
lysyl oxidase-like 2	lox2	−1.6	Cuticular protein 92A	Cpr92A	−1.9
Dmel_CG15629	CG15629	−1.5	mitochondrial ribosomal protein L21	mRpL21	−1.5
prolyl-4-hydroxylase-alpha SG2	PH4alphaSG2	−1.5	Yolk protein 2	Yp2	−2.0
Photoreceptor dehydrogenase	Pdh	−1.5	Cuticular protein 62Bb	Cpr62Bb	−1.6
Dmel_CG12539	CG12539	−1.5			

Current annotations show that the most striking alterations are in expression of heat shock protein genes, a subset in the stress response category (Table 2). 

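The 5 measured genes of the heat shock list, chaperones and cochaperones, all had higher means in uninfected space flies than in uninfected Earth flies. *Hsp68* had a log2 signal of 9.16 ± 0.39 (SD, n = 3 arrays) in Earth flies and 11.49 ± 1.56 in space flies, a difference of 2.33 (SE 0.52), *Hsp27* was at 10.66 ± 0.30 and 12.52 ± 1.04 (difference 1.86, SE 0.40), and *Hsp26* at 10.41 ± 0.42 and 12.12 ± 1.13 (difference 1.72, SE 0.42). Over all probe sets none passed limma's test (adjusted p = 0.444 for *Hsp68* and *Hsp27*, 0.46 for *Hsp26*), and all 5 passed when adjusted over the list alone. As a list they were higher by camera (median 1.72, and 1.80 after quantile normalization, adjusted p = 1.47e-10, and 0.176 with an estimated correlation). All of them but *DnaJ-1* are in the paper's Table 2, chosen on these uninfected arrays. Their direction in uninfected flies, and the tests over the list alone and as a list, are therefore not independent evidence. Of the same genes in fungus infected flies, 4 of 5 were higher in space flies when adjusted over the list alone (median 1.25, camera adjusted p = 1.04e-06; adjusted p = 0.238 with an estimated correlation). In bacteria infected flies the list did not pass (median 0.19, adjusted p = 0.601). The signal of *Hsp68* in the 3 uninfected space arrays was 9.79, 11.82 and 12.86, so the spread between those arrays was wide. Without the lowest of them, space uninfected 1, *Hsp68* (3.18), *Hsp27* (2.43) and *Hsp26* (2.27) passed over all probe sets. Probe sets shared by several heat shock genes, 6 in number, had folds from 1.22 to 13.0 in uninfected space over Earth flies, with a lowest adjusted p of 0.279. In fungus infected flies their folds ran from 0.944 to 13.6, with a lowest adjusted p of 0.0742 from limma. In bacteria infected flies they ran from 1.11 to 1.86, and none passed in either. *Hsp70Bc*, *Hsp22* and *Hsp23* have no probe set with a single gene name and were not analysed here by name.

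**Figure D3:**
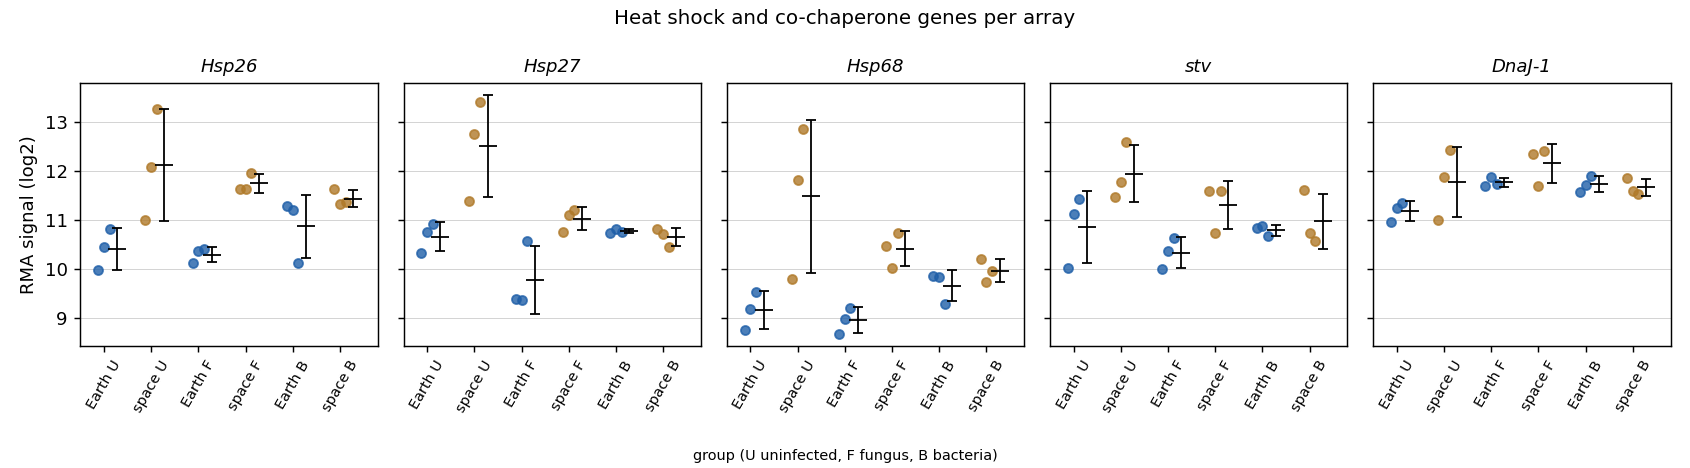
Log2 RMA signal of *Hsp26*, *Hsp27*, *Hsp68*, *stv* and *DnaJ-1* in the 6 groups; each point is an array, blue for Earth and tan for space flies, and black bars are the mean ± SD of 3 arrays. In bacteria infected flies *Hsp27* was at 10.77 ± 0.04 on Earth arrays and 10.66 ± 0.19 on space arrays.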

The heat shock response is evolutionarily conserved and perhaps the most well studied stress response [45]. Heat shock proteins also function under normal conditions, and in general act as molecular chaperones assisting in forming, or regaining, the normal folding of polypeptides, translocating proteins, and regulating protein degradation [45], [46]. The heat shock response occurs in reaction to many types of stress and is usually initiated by unfolded/misfolded proteins. In correcting this cytotoxic state heat shock proteins also inhibit apoptosis [45], [47]. Given their functions, it is not surprising that heat shock gene expression changes have been associated with altered gravity and spaceflight in a variety of organisms; however, results are variable and a clear picture of heat shock protein involvement in these situations has not emerged [48], [49], [50], [51].

Two further categories of altered gene expression are noteworthy with respect to the heat shock result seen for the space flies: apoptosis and response to hypoxia (Table 2). Six genes associated with apoptosis are upregulated: *starvin*, which is a cochaperone associated with heat shock protein 70 (Hsp70) [52]; the caspase *Damm*, which can trigger apoptosis when overexpressed [53]; *Pdk1*, a serine/threonine kinase that is a negative regulator of apoptosis [54]; *Drep-3*, one of four Drosophila DNA fragmentation factor-related proteins [55]; *dream*, a serine threonine rich caspase [56]; and *Rab3-GEF*, a Ras superfamily member predicted to regulate the cell cycle and apoptosis [57]. 

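The means of these 6 genes were higher in uninfected space flies, and none passed limma's test over all probe sets. The log2 signal of *stv* was 10.86 ± 0.73 (SD, n = 3 arrays) in Earth flies and 11.95 ± 0.58 in space flies (difference 1.09, SE 0.38, adjusted p = 1). *Damm* differed by 1.08 (SE 0.30) and *Pdk1* by 0.77 (SE 0.21), both with an adjusted p of 0.669. The differences of *Strica*, the current name of *dream*, *Drep3* and *Rab3-GEF* were 0.64, 0.63 and 0.56. On a list of 17 measured apoptosis genes 11 had higher and 6 had lower means, 1 passed when adjusted over the list alone, and camera did not call the list (median 0.10, adjusted p = 0.085), except without Earth uninfected 3 (adjusted p = 0.0439).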

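The gene *hairy*, under its current symbol *hry*, had a mean in uninfected space flies that was 0.96 higher on the log2 scale than in Earth flies (SE 0.37, adjusted p = 1 from limma, n = 3 arrays per group). On a list of 7 measured genes of the hypoxia response, 4 had higher and 3 had lower means in space flies (median 0.05), and camera did not call it (adjusted p = 0.506). *Vhl*, the gene of the ubiquitin ligase subunit that marks the hypoxia factor Sima for degradation, is on that list and rose after fungal infection in Earth flies by 0.90 and in space flies by 0.66, the latter a call that ended without space uninfected 1 or 3 or space fungus 1 or 3 (0.54 to 0.68).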

The response to hypoxia category includes a subset of the heat shock protein genes and *hairy*, a master regulator for adjustment to hypoxia [58]. Together these transcriptional alterations indicate severe stress associated with protein unfolding during development of the flies in µg.

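The genes of the unfolded protein response of the endoplasmic reticulum, which make chaperones of secreted proteins, were measured beside the cytosolic heat shock genes. Of 15 measured, 5 had higher and 10 had lower means in uninfected space flies, with a median log2 difference of -0.04, and camera did not call the list (adjusted p = 0.789). The cytosolic cochaperone gene *DnaJ-1* was at 11.18 ± 0.20 (log2, SD, n = 3 arrays) in Earth flies and 11.78 ± 0.72 in space flies (difference 0.60, SE 0.28, adjusted p = 1 from limma). From the heat shock genes together with the genes of apoptosis and of the response to hypoxia, the paper concludes that there was severe stress associated with protein unfolding while the flies developed in microgravity.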

Do these changes in the space flies provide insight into the failed immune response to fungal infection versus the robust immune response to bacterial infection? Although differences in the physiologies of the two infections, i.e. acute infection by the non-pathogenic *E.coli* and chronic infection by the pathogenic *B. bassiana*, may play some role here, the strong heat shock response produced by the space environment offers two testable molecular hypotheses.

#### Hypothesis 1

The extracellular space is more susceptible to protein unfolding in stress conditions than the intracellular environment. Thus in the µg conditions experienced by the space flies, the more complex extracellular induction events associated with Toll activation (recognition, activation of SPE, cleavage of Spz and binding to Toll) are more susceptible to disruption than those associated with activation of the Imd pathway. For the Imd pathway, the extracellular event is direct binding of bacterial components, PGN, to cell surface receptors, PGRPs [19]. A corollary of this hypothesis is that, in time, the heat shock proteins may mediate recovery of Toll signaling.

#### Hypothesis 2

Heat shock protein(s) interferes directly with the binding of (processed) Spz to Toll. In mammals, extracellular heat shock proteins bind directly to Tlr receptors and are important in moderating the immune response, including in the clinical setting [59], [60], [61]. In contrast in Drosophila, Spz is the only known ligand for Toll [16], [42]. Heat shock proteins do not, however, need to be Toll ligands in order to interfere with Spätzle binding, or to inhibit activity of essential upstream components such as SPE, Psh and Grass. A corollary is that heat shock proteins may be both positive and negative regulators of the Toll signaling pathway, inhibiting or enhancing according to the conditions. This corollary is analogous to the positive and negative regulation of Tlrs effected by extracellular heat shock proteins in mammals [62].

These hypotheses on heat shock protein mediation of the effects of g force on immune responses have broad implications, providing insights into established findings, suggestions for further experimentation and predictions for other stressful conditions. One clear, testable, inference is that the compromised human immunity seen at altered g results from protein unfolding and heat shock protein engagement. Our hypotheses also suggest an underlying mechanism for our hyper g findings. Thus hyper g may stabilize proteins against unfolding or affect heat shock protein interaction with Toll receptors. Effects on the stability, folded status or function of endocytotic components may be particularly important both at hyper g and µg since endocytosis is essential for Toll, but not Imd, signaling [28]. A further possibility is that most common stresses such as sleep deprivation, physical activity, and ageing, affect immune responses via these proposed routes.

Other studies have noted the opposing effects of increased and reduced g force on expression of individual Drosophila genes in uninfected flies [50], [63]. In addition, in one µg experiment, phagocytosis in adult Drosophila females, but not larvae, raised in space was reported to be normal, and expression of a few antimicrobial genes was altered in these adults by infection with an *E. coli* strain that does not grow in Drosophila [64]. In the future, experiments on board the International Space Station (ISS), where multi-generational studies with multiple strains of flies and pathogens are possible, would provide an optimal route for testing the hypotheses suggested here. Other factors that might affect microgravity immune responses - such as the route for pathogen delivery, developmental events, microbiome, and signaling pathway modulation by epigenetics or non-coding RNA activity - could also be addressed. The key to applying the full capacity of Drosophila aboard the ISS for an understanding of gravitational effects on innate immunity will be the use of a wide range of pathogens, genotypes, and approaches by many different investigators.

The juxtaposition of our µg and hyper g findings highlights the importance of gravity in normal immune function and begins to elaborate the key cellular and molecular components of the immune system that respond to changes in gravity. Our findings also suggest that exposure to gravity may mitigate the deleterious physiological, including immune, consequences of spaceflight and provide a rationale for including human centrifuges on facilities for long-term transport and housing of humans in space.

## Materials and Methods

### Drosophila Stocks

All experiments used only males. Oregon-R wild-type flies were used. Others are: *imd^1^* (Flybase FB, FBal0045906), *yuri* ^c263^ and UAS-*yuri* (FBgn0045842 and [23]), Thor^2^ and Thor^1rev1^ (FBgn0261560 and [65], [66]), *spz^4^* (FBal0016062) and *imd^EY08573^* (FBal0159146) [44]. The stock for the space and Earth flies, hemolectin-Gal4; UAS-GFP, expressed GFP in the blood cells [44]. The space containers are presented in Marcu et al. [64].

### Microorganisms and Infections

Bacterial infections with *E. coli* ATCC 25922 were as previously described [65], [67]. A single spore isolate of *Beauveria bassiana* (strain GHA) was cultured on Sabouraud dextrose agar. Conidia and hyphae were harvested by passing culture through a sterile ASTM No. 100 sieve. Spores were also flown on the space shuttle and we are happy to provide information upon request. Natural infection by *B. bassiana* used a dosage of 9.5×10^6^ spores/fly, with procedures and survival assays as previously described [67]. Ten replicates of 20 flies each for all strains were used in all 3 experiments for the CARU hypergravity tests. The centrifuge was stopped once per day to conduct survival counts. Control survival assays after bacterial and fungal infections on wild-type, hemolectin-Gal4; UAS-GFP, *imd^1^*, *imd^EY08573^* and *spz^4^* [67] were conducted at Kennedy Space Center to establish that space and Earth fly infections were proceeding in accordance with our standardized conditions.

### Energy Content

Flies were homogenized in a solution containing 1% NP-40, 0.5% deoxycholic acid, 0.1% Triton-X 100, 100 mM NaCl, 0.1 mM CaCl_2_, and 2 mM MgCl_2_, pH 7.6. Homogenates were heated for 5 min at 75°C to inactivate lipases. Triacylglyceride levels were measured using a commercial serum triglyceride kit (Sigma; St. Louis, Missouri USA; No. TR0100-1KT), and protein content was quantified using the bicinchoninic acid method [68]. Carbohydrates (glycogen and trehalose) were digested with amyloglucosidase and quantified with a blood glucose kit (Pointe Scientific; Canton, Michigan, USA; No. G7521). 4–14 flies were assayed for each treatment group, and all assays were performed in triplicate.

### Gene Expression Analysis

Total RNA was extracted from flies utilizing the Qiagen RNeasy© RNA isolation kit. mRNA amplification, labeling, hybridization to Drosophila Genome 2.0 GeneChips© (Affymetrix), staining and scanning were performed as previously described [69] utilizing protocols in the Affymetrix Gene Expression Analysis Technical Manual. RMA-based, (Partek Genomics Suite^©^, v.6.6) algorithms were used to identify differentially expressed genes (DEG). Three replicate samples were included in each control and experimental group. 

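The deposited signals of the 18 arrays range from 2.6 to 14.9 on the log2 scale. Once the group means were removed, the first principal component of the arrays held 48.3% of the remaining variance. Probe sets of the longest 20% of genes made up 33.6% of those with the highest loading on it and 8.67% of those with the lowest. An index of this trend, the mean log2 signal of the longest 20% of genes minus that of the shortest, was -1.20 ± 0.28 (SD, n = 3 arrays) in fungus infected Earth flies and -1.01 ± 0.38 in fungus infected space flies, and -0.99 ± 0.23 and -0.85 ± 0.20 in the uninfected Earth and space flies. The groups infected with *E. coli* were at -1.06 ± 0.17 and -1.07 ± 0.19. With this index as a covariate, an alternative added after seeing the data, 1169 probe sets changed after fungal infection in Earth flies and 546 in space flies, and the response differed between them for 33.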

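The number of probe sets that pass a fold of 1.5 and an unadjusted p of 0.05 without any effect was estimated on simulated data of the same design. The noise was drawn for each probe set on its own, so the variation that probe sets of the real arrays share was left out. Of 18769 simulated probe sets, 340 without an effect passed for fungal infection in Earth flies, 370 for uninfected space against Earth flies and 632 for the difference between the fungal responses. With an adjusted p under 0.05 from limma, 78.0% of probe sets simulated with a fold of 2 were recovered in the first comparison, 74.0% in the next and 40.0% in the last, and 98.0%, 100.0% and 88.0% of those with a fold of 4. The probe sets of widest spread were not among those given an effect, so these shares do not cover them. Each simulation held 200 changed probe sets, 50 at each fold of 2, 4, 8 and 16. The larger folds ease the adjusted threshold for the smaller ones. The shares therefore do not hold for a comparison in which few probe sets change, and a lack of calls there is not evidence against changes of a fold of 2. In the deposited data that fold and unadjusted p were passed by 1601, 252 and 525 probe sets in these 3 comparisons, in the same order. The counts of the last 2 lie below those simulated without an effect. As the simulation holds no shared variation, it does not give the range of such counts for the real arrays and cannot decide whether an effect is present.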

A minimum fold-difference of +/−1.5 (*p*-value ≤0.05) was used as the cut off criteria for generating DEG lists. DEG lists were hierarchically clustered and sub-clusters were subjected to pathway analysis using Ingenuity Pathway Analysis (IPA^©^) and DAVID (http://apps1.niaid.nih.gov/david) web-interfaced software. GEO accession number is GSE53196. qPCR analysis was carried out on cDNA made using the Bio-Rad iScript™ cDNA Synthesis Kit (No. 170–8891) and utilized the Bio-Rad SsoAdvanced™ SYBR® Green Supermix (No. 172–5260). Reaction mixtures were prepared as specified in the product protocol and used QuantiTect Primer Assays from Qiagen: Metchnikowin (No. QT01109619), Drosomycin (No. QT00957432), and RPL32 (rp49) (No. QT00985677). Samples were run in triplicate on the Bio-Rad qPCR CFX thermal cycler.

## Supporting Information

Table S1 Individual genes for all categories of the response to *B. bassiana* in Figure 2.
(PDF)

Table S2 Individual genes for all categories of the response to *E. coli* in Figure 5.
(PDF)

Table S3 Genes with altered response in uninfected space flies, in addition to those in Table 2.
(PDF)

# Supplementary material for: Toll Mediated Infection Response Is Altered by Gravity and Spaceflight in Drosophila
**Source:** PLoS One. 2014 Jan 24;9(1):e86485. doi: 10.1371/journal.pone.0086485
**Supplement:** Table S1 — Individual genes for all categories of the response to B. bassiana in Figure 2.

Table S1. Individual genes (Title and Symbol) for all categories of the response to *B. bassiana* in Figure 2. Fold change in earth flies (EF), space flies (SF), and corresponding P values (P).

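Table S1 lists genes by functional category with their fold changes after *B. bassiana* infection in Earth and in space flies. Of its 408 pairs of gene and value, 330 have a gene with a probe set of its own on the array annotation used here, and for 317 of those the fold computed from the deposited signals gave the printed value to its last digit. All 330 were matched by some probe set of the gene. Among the peptidase genes in the table, *CG18754* and *Ser7* had log2 differences of -1.95 and -1.64 between fungus infected space and Earth flies, and both were called by limma. The P values of the table were matched to 2 decimals by a least-squares fit over all 18 arrays without moderation for 316 of 317 values compared, by limma over all 18 arrays for 137 and by the same least-squares fit on the arrays of the groups compared alone for 52.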

Innate Immune Response (IEF only)

Title	Symbol	EF	P	SF	P
Serine Protease Immune Response Integrator	spirit	3.1	0.00	1.2	0.31
Peptidoglycan recognition protein SA	PGRP-SA	3.0	0.00	1.3	0.18
cactus	cact	2.0	0.02	-1.3	0.26
fondue	fon	1.6	0.02	-1.0	0.80
Peptidoglycan-recognition protein SC2	PGRP-SC2	3.5	0.00	1.3	0.42
Attacin-C	AttC	2.4	0.04	-1.3	0.46
Immune induced molecule 10	CG33470	6.3	0.00	1.6	0.18
Attacin-A	AttA /// AttB	10.0	0.00	1.6	0.45
Metchnikowin	Mtk	10.3	0.00	1.5	0.55
Immune induced molecule 23	IM23	4.7	0.00	1.6	0.26
Immune induced molecule 1	IM1	3.4	0.00	1.6	0.17
Drosomycin	Drs	4.5	0.00	1.2	0.63
Peptidoglycan-recognition protein SD	PGRP-SD	3.7	0.00	1.4	0.15
Peptidoglycan recognition protein LF	PGRP-LF	1.6	0.03	-1.4	0.14
Melanization Protease 1	MP1	2.1	0.00	1.0	0.81
Relish	Rel	2.3	0.01	-1.4	0.26
Peptidoglycan recognition protein LB	PGRP-LB	1.9	0.02	1.1	0.59
Toll	Tl	1.8	0.00	-1.3	0.10
pelle	pll	1.6	0.00	1.0	0.84
immune deficiency	imd	1.6	0.03	-1.4	0.14
Serpin-27A	Spn27A	1.8	0.03	-1.1	0.78
Immune induced molecule 2	IM2	1.9	0.01	1.0	1.00
Immune induced molecule 4	IM4	4.0	0.00	1.7	0.15
Immune induced molecule 18; See Flybase.org FBgn0260455 and FBgn0067903.	---	1.6	0.02	1.1	0.56

Serine-type Peptidase Activity (IEF only)

Title	Symbol	EF	P	SF	P
Serine Protease Immune Response Integrator	spirit	3.1	0.00	1.2	0.31
Serine Protease 2	Ser7	4.5	0.00	1.7	0.03
Dmel_CG8952	CG8952	2.9	0.01	1.3	0.49
Dmel_CG6361	CG6361	2.6	0.00	1.2	0.27
Dmel_CG15046	CG15046	1.6	0.01	-1.0	0.96
Dmel_CG11911	CG11911	21.9	0.00	5.1	0.00
Dmel_CG3117	CG3117	1.7	0.00	-1.7	0.00
Dmel_CG11034	CG11034	3.5	0.00	1.3	0.20
Dmel_CG18563	CG18563	19.6	0.00	-1.1	0.69
Dmel_CG8299	CG8299	3.9	0.00	1.7	0.08
Dmel_CG10764	CG10764	8.5	0.00	1.2	0.23
Jonah 65Ai	Jon65Ai	12.6	0.00	5.5	0.03
Dmel_CG18179	CG18179	6.4	0.00	2.3	0.14
Dmel_CG10663	CG10663	1.6	0.01	-1.2	0.28
Jonah 74E	Jon74E	5.5	0.01	2.3	0.12
ATPase synthase, subunit d /// ---	ATPsyn-d ///CG14642	1.6	0.04	-1.2	0.36
Melanization Protease 1	MP1	2.1	0.00	1.0	0.81
Dmel_CG9649	CG9649	2.3	0.00	-1.2	0.43
Dmel_CG31326	CG31326	2.9	0.00	1.2	0.30
Dmel_CG9631	CG9631	2.3	0.00	1.2	0.14
Dmel_CG5246	CG5246	5.6	0.00	2.3	0.07
Dmel_CG5909	CG5909	2.5	0.03	-1.1	0.86
Dmel_CG11842	CG11842	2.8	0.01	1.0	0.96
POAE-like Serine protease	CG9733	4.6	0.00	2.0	0.14
deltaTrypsin; gammaTrypsin	CG30031 /// CG4269	2.2	0.00	1.1	0.54
Dmel_CG18754	CG18754	4.6	0.00	-1.1	0.58
anon-SAGE:Wang-110	CG17242	11.6	0.00	5.9	0.03
Dmel_CG30083	CG30083	1.6	0.01	-1.1	0.59
Dmel_CG30087	CG30087	2.0	0.00	1.1	0.66
Dmel_CG30091	CG30091	34.1	0.00	1.4	0.08
Dmel_CG30098	CG30098	5.5	0.01	1.8	0.29
Serine-peptidase 212	Sp212	3.4	0.00	1.2	0.44
Dmel_CG33462	CG33462	43.9	0.00	-1.3	0.70
Dmel_CG34043	CG34043	3.7	0.02	1.3	0.60
Dmel_CG34295	CG34295	1.5	0.03	1.1	0.66

Response to Fungus (IEF only)

Title	Symbol	EF	P	SF	P
Serine Protease Immune Response Integrator	spirit	3.1	0.00	1.2	0.31
cactus	cact	2.0	0.02	-1.3	0.26
Metchnikowin	Mtk	10.3	0.00	1.5	0.55
drosomycin-2	dro2	2.0	0.03	-1.7	0.10
Drosomycin	Drs	4.5	0.00	1.2	0.63
Toll	Tl	1.8	0.00	-1.3	0.10
pelle	pll	1.6	0.00	1.0	0.84
Serpin-27A	Spn27A	1.8	0.03	-1.1	0.78
necrotic	nec	3.9	0.00	1.4	0.23

Toll Signaling (IEF only)

Response to Toxin (overlap)

Title	Symbol	EF	P	SF	P
phantom	phm	1.6	0.00	1.4	0.03
Probable serine hydrolase	kraken	1.6	0.02	1.5	0.05
Probable cytochrome P450 4ac1	Cyp4ac1	1.3	0.29	1.9	0.02
Probable cytochrome P450 4ac2	Cyp4ac2	2.6	0.01	3.4	0.00
Probable cytochrome P450 4aa1	Cyp4aa1	3.7	0.00	4.2	0.00
Juvenile hormone epoxide hydrolase 3	Jheh3	1.3	0.26	1.9	0.02
Probable cytochrome P450 304a1	Cyp304a1	2.1	0.04	2.1	0.03
Juvenile hormone epoxide hydrolase 1	Jheh1	1.2	0.48	1.6	0.05

Oxidation Reduction (ISF only)

Title	Symbol	EF	P	SF	P
Probable cytochrome P450 6t1	Cyp6t1	1.0	0.93	2.1	0.02
Dmel_CG6012	CG6012	-1.1	0.68	1.7	0.00
Probable cytochrome P450 6w1	Cyp6w1	1.1	0.69	1.8	0.05
Probable cytochrome P450 6a13	Cyp6a13	-1.0	0.82	1.5	0.03
Phenoloxidase subunit A3	PO45	1.2	0.36	5.2	0.00
Dmel_CG10131	CG10131	1.1	0.28	1.5	0.01
Black cells	proPO-A1	1.3	0.27	4.4	0.00
Pyrroline 5-carboxylate reductase	P5cr	1.0	0.79	1.5	0.03

Notch Signaling (IEF only)

Title	Symbol	EF	P	SF	P
E(spl) region transcript m3	HLHm3	-1.5	0.04	-1.0	0.94
Presenilin	Psn	-1.5	0.02	-1.1	0.50
E(spl) region transcript mbeta	HLHmbeta	-1.5	0.02	-1.0	0.94

Epithelium Development (overlap)

Title	Symbol	EF	P	SF	P
G-protein coupled receptor moody	moody	-1.3	0.10	-1.5	0.01
Downstream of kinase	Dok	-1.9	0.00	-1.7	0.01
unconventional myosin class XV	Myo10A	-2.0	0.00	-2.0	0.00
discs large 1	dlg1	-1.6	0.01	-1.5	0.02
lethal (2) giant larvae	l(2)gl	-1.2	0.24	-1.6	0.01
dachsous	ds	-1.9	0.02	-1.7	0.04
anterior open	aop	-2.4	0.00	-2.3	0.00
echinoid	ed	-1.7	0.05	-1.9	0.02
fat	ft	-3.1	0.00	-3.3	0.00
Btk family kinase at 29A	Btk29A	-1.4	0.06	-1.6	0.01
dachs	d	-3.0	0.00	-2.8	0.00
escargot	esg	-1.3	0.05	-1.7	0.00
Gliotactin	Gli	-1.8	0.02	-2.1	0.01
Van Gogh	Vang	-1.3	0.13	-1.5	0.03
scab	scb	-1.6	0.11	-1.9	0.02
grainy head	grh	-1.5	0.05	-1.4	0.08
four-jointed	fj	-3.3	0.00	-1.8	0.03
sprouty	sty	-1.2	0.39	-1.8	0.01
shade	shd	-1.6	0.00	-1.2	0.07
Protein giant-lens	aos	-2.1	0.00	-2.1	0.00
inturned	in	-2.5	0.00	-2.5	0.00
yurt	yrt	-1.3	0.00	-1.5	0.00
Stubble	Sb	-1.4	0.06	-1.5	0.02
Delta	DI	-2.4	0.00	-2.5	0.00
branchless	bnl	-1.4	0.09	-1.7	0.02
Rho-kinase	rok	-1.3	0.15	-2.2	0.00
pericardin	prc	-5.2	0.00	-3.7	0.02
PAK-kinase	Pak	-1.2	0.28	-1.5	0.02
Frizzled	fz	-1.7	0.01	-1.6	0.02
krotzkopf verkehrt	kkv	-5.1	0.00	-4.8	0.00
knickkopf	knk	-4.0	0.00	-3.1	0.00
Myosin binding subunit	Mbs	-1.3	0.18	-1.5	0.03

Polysaccharide Metabolism (overlap)

Title	Symbol	EF	P	SF	P
CG2989	Cht6	-2.7	0.05	-3.2	0.03
obstructor-A	obst-A	-2.6	0.00	-3.3	0.00
Peritrophin A	Peritrophin-A	-2.5	0.00	-2.5	0.00
CG32499	Cda4	-3.1	0.00	-2.0	0.01
CG31973	Cda5	-2.6	0.00	-3.7	0.00
obstructor-B	obst-B	-3.2	0.00	-2.0	0.01
Dmel_CG8192	CG8192	-2.0	0.02	-1.8	0.05
Chitinase 2	Cht2	-1.7	0.02	-1.5	0.09
CG1869	Cht7	-2.7	0.00	-3.1	0.00
cracked	ckd	-1.5	0.01	-2.0	0.00
Dmel_CG4835	CG4835	-1.5	0.06	-2.0	0.00
Dmel_CG13676	CG13676	-2.5	0.00	-2.9	0.00
Dmel_CG32036	CG32036	-1.5	0.00	-1.3	0.03
Dmel_CG11570	CG11570	-1.2	0.28	-1.5	0.01
LDLa domain containing chitin binding protein 1	verm	-2.6	0.01	-3.8	0.00
serpentine	serp	-2.2	0.01	-2.6	0.00
Gasp	Gasp	-2.9	0.00	-3.0	0.00
chitin-binding peritrophin-A	Cht5	-11.1	0.00	-11.2	0.00
Dmel_CG14304	CG14304	-1.8	0.00	-1.9	0.00
Dmel_CG14301	CG14301	-1.6	0.03	-1.9	0.01

Dmel_CG7714	CG7714	-2.4	0.00	-2.9	0.00
krotzkopf verkehrt	kkv	-5.1	0.00	-4.8	0.00
knickkopf	knk	-4.0	0.00	-3.1	0.00
Dmel_CG13643	CG13643	-3.3	0.00	-2.9	0.00

Appendage Morphogenesis (overlap)

Title	Symbol	EF	P	SF	P
Downstream of kinase	Dok	-1.9	0.00	-1.7	0.01
furrowed	fw	-1.6	0.02	-1.8	0.01
forked	f	-2.3	0.00	-2.1	0.01
dachsous	ds	-1.9	0.02	-1.7	0.04
echinoid	ed	-1.7	0.05	-1.9	0.02
fat	ft	-3.1	0.00	-3.3	0.00
dachs	d	-3.0	0.00	-2.8	0.00
Gliotactin	Gli	-1.8	0.02	-2.1	0.01
dachshund	dac	-1.5	0.04	-1.4	0.11
shavenoid	sha	-1.8	0.01	-1.2	0.35
downstream of receptor kinase	drk	-1.2	0.32	-1.5	0.04
four-jointed	fj	-3.3	0.00	-1.8	0.03
wing morphogenesis defect	wmd	-1.6	0.09	-1.9	0.03
vein	vn	-1.5	0.06	-1.7	0.03
Protein giant-lens	aos	-2.1	0.00	-2.1	0.00
Wrinkled	W	-3.8	0.01	-2.4	0.05
tricornered	trc	-1.6	0.00	-1.5	0.00
inturned	in	-2.5	0.00	-2.5	0.00
fringe	fng	-1.5	0.01	-1.7	0.00
homothorax	hth	-1.5	0.02	-1.8	0.00
Delta	DI	-2.4	0.00	-2.5	0.00
bursicon	burs	-1.9	0.03	-2.7	0.00
held out wings	how	-1.6	0.01	-1.5	0.02
Rho-kinase	rok	-1.3	0.15	-2.2	0.00
split ends	spen	-1.5	0.05	-1.3	0.20
miniature	m	-1.8	0.00	-1.6	0.00
Frizzled	fz	-1.7	0.01	-1.6	0.02
net	net	-1.8	0.01	-1.6	0.02
Myosin binding subunit	Mbs	-1.3	0.18	-1.5	0.03

Regulation of Neurogenesis (overlap)

Title	Symbol	EF	P	SF	P
bifocal	bif	-1.6	0.02	-1.6	0.02
Rho GTPase-activating protein 190	RhoGAPp190	-1.3	0.10	-1.5	0.02
lethal (2) giant larvae	l(2)gl	-1.2	0.24	-1.6	0.01
anterior open	aop	-2.4	0.00	-2.3	0.00
echinoid	ed	-1.7	0.05	-1.9	0.02
brain tumor	brat	-2.9	0.00	-3.2	0.00
Fragile X mental retardation syndrome-related protein 1	Fmr1	-1.5	0.01	-1.6	0.00
sprouty	sty	-1.2	0.39	-1.8	0.01
seven in absentia	sina	-1.5	0.05	-1.4	0.11
tricornered	trc	-1.6	0.00	-1.5	0.00
Delta	DI	-2.4	0.00	-2.5	0.00
still life	sif	-1.2	0.13	-1.6	0.00
Rho-kinase	rok	-1.3	0.15	-2.2	0.00
PAK-kinase	Pak	-1.2	0.28	-1.5	0.02
Myosin binding subunit	Mbs	-1.3	0.18	-1.5	0.03

Cell Adhesion (overlap)

Title	Symbol	EF	P	SF	P
roughest	rst	-2.1	0.00	-1.8	0.00
discs large 1	dlg1	-1.6	0.01	-1.5	0.02
furrowed	fw	-1.6	0.02	-1.8	0.01
dachsous	ds	-1.9	0.02	-1.7	0.04
echinoid	ed	-1.7	0.05	-1.9	0.02
fat	ft	-3.1	0.00	-3.3	0.00
SP1070	uif	-2.2	0.00	-2.5	0.00
Dmel_CG7227	CG7227	-2.2	0.00	-1.8	0.01
Fascin 3	Fas3	-1.5	0.00	-1.7	0.00
scab	scb	-1.6	0.11	-1.9	0.02
lysyl oxidase-like 2	lox2	-2.9	0.00	-1.7	0.01
Matrix metalloproteinase 1	Mmp1	-2.2	0.06	-2.9	0.02
Ninjurin A	NijA	-1.5	0.10	-2.7	0.00
Cad74A	Cad74A	-1.9	0.01	-2.2	0.00
neuromusculin	nrm	-1.3	0.14	-1.7	0.00
Amalgam	Ama	-2.8	0.00	-2.7	0.00
Cadherin-87A	Cad87A	-1.7	0.00	-1.7	0.00
Ninjurin C	CG14394	-2.5	0.00	-2.4	0.00
Delta	DI	-2.4	0.00	-2.5	0.00
held out wings	how	-1.6	0.01	-1.5	0.02
Cad99C	Cad99C	-1.8	0.02	-1.9	0.01
Pten	Pten	-1.5	0.10	-1.6	0.05
PAK-kinase	Pak	-1.2	0.28	-1.5	0.02
Frizzled	fz	-1.7	0.01	-1.6	0.02

Gamete Generation (ISF only)

Title	Symbol	EF	P	SF	P
strawberry notch	sno	-1.1	0.48	-1.6	0.01
Bicaudal D	BicD	1.1	0.63	-1.6	0.00
wunen	wun	1.2	0.36	-1.7	0.01
Myocyte enhancing factor 2	Mef2	1.0	0.96	-1.5	0.02
tout-velu	ttv	-1.0	0.81	-1.5	0.03
Ras-related protein Rac1	Rac1	-1.1	0.62	-1.6	0.01
Protein tyrosine phosphatase 61F	Ptp61F	1.0	0.86	-1.5	0.00
rhomboid	rho	-1.1	0.73	-1.6	0.01
Ecdysone-induced protein 75B	Eip75B	-1.0	0.95	-1.7	0.02
cAMP-dependent protein kinase R1	Pka-R1	-1.0	0.85	-1.5	0.04
puckered	puc	-1.1	0.52	-1.6	0.02
PI3 kinase	PI3K92E	-1.1	0.15	-1.7	0.00
Axin	Axn	-1.0	0.90	-1.5	0.02
misshapen	msn	-1.1	0.57	-1.7	0.01
encore	enc	-1.1	0.66	-1.5	0.02
spire	spir	1.0	0.97	-1.5	0.02
tramtrack	ttk	-1.1	0.29	-1.6	0.00
G protein-coupled receptor kinase 2	Gprk2	1.1	0.67	-1.6	0.03
Basigin	Bsg	-1.1	0.33	-1.8	0.00
Sex lethal	Sxl	-1.1	0.68	-1.6	0.05

Phosphate Metabolism (ISF only)

Title	Symbol	EF	P	SF	P
Furin 2	Fur2	-1.1	0.63	-1.7	0.03
PRL-1	PRL-1	-1.0	0.78	-1.5	0.00
Dmel_CG7180	CG7180	1.0	0.89	-1.5	0.01
Src oncogene at 42A	Src42A	-1.0	0.75	-1.5	0.02
wunen	wun	1.2	0.36	-1.7	0.01
Stretchin-Mlck	Strn-Mlck	-1.0	0.87	-1.6	0.02
Protein tyrosine phosphatase 61F	Ptp61F	1.0	0.86	-1.5	0.00
Tie-like receptor tyrosine kinase	Tie	-1.0	0.91	-1.8	0.02
puckered	puc	-1.1	0.52	-1.6	0.02
Vacuolar H ⁺ -ATPase 55kD B subunit	Vha55	-1.0	0.91	-1.5	0.03
center divider	cdi	1.7	0.00	-1.5	0.02
PI3 kinase	PI3K92E	-1.1	0.15	-1.7	0.00
Protein phosphatase 1alpha at 96A	Pp1alpha-96A	-1.1	0.51	-1.5	0.04
Protein C kinase 98E	Pkc98E	-1.1	0.47	-1.6	0.00
misshapen	msn	-1.1	0.57	-1.7	0.01
G protein-coupled receptor kinase 2	Gprk2	1.1	0.67	-1.6	0.03
Tousled-like kinase	tlk	-1.1	0.66	-1.6	0.01

Cell Motion (ISF only)

Title	Symbol	EF	P	SF	P
Troponin C isoform 4	TpnC4	1.1	0.77	-1.5	0.05
Src oncogene at 42A	Src42A	-1.0	0.75	-1.5	0.02
wunen	wun	1.2	0.36	-1.7	0.01
tout-velu	ttv	-1.0	0.81	-1.5	0.03
Semaphorin-5c	Sema-5c	-1.1	0.61	-1.5	0.01
Ras-related protein Rac1	Rac1	-1.1	0.62	-1.6	0.01
Protein tyrosine phosphatase 61F	Ptp61F	1.0	0.86	-1.5	0.00
knockout	ko	-1.1	0.58	-1.7	0.02
puckered	puc	-1.1	0.52	-1.6	0.02
mical	Mical	-1.1	0.74	-1.6	0.04
branchless	bnl	-1.0	0.86	-1.6	0.01
lethal (3) s2172	cp309	1.1	0.48	-1.6	0.02

# Supplementary material for: Toll Mediated Infection Response Is Altered by Gravity and Spaceflight in Drosophila
**Source:** PLoS One. 2014 Jan 24;9(1):e86485. doi: 10.1371/journal.pone.0086485
**Supplement:** Table S2 — Individual genes for all categories of the response to E. coli in Figure 5.

Table S2. Individual genes (Title and Symbol) for all categories of the response to E. coli in Figure 5. Fold change in earth flies (EB), space flies (SB), and corresponding P values (P).

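Table S2 gives the genes of each functional category with their fold changes after *E. coli* infection. Of its 436 values, 304 belong to a gene with a probe set of its own here, and 289 of these were matched to the printed digit by the fold from the deposited signals, and all 304 by some probe set of the gene. The printed P values were matched by the unmoderated least-squares fit over all 18 arrays for 287 of 289 values. *CaBP1*, a protein disulfide isomerase of the endoplasmic reticulum, rose by 1.20 in Earth flies (adjusted p = 0.0188 from limma) and by 1.42 in space flies (adjusted p = 0.00483), and the P450 gene *Cyp6d2* by 2.41 and 1.81. The call of *CaBP1* in Earth flies ended after quantile normalization (0.85) and without Earth uninfected 2 or 3 or Earth bacteria 2 or 3 (1.09 to 1.24).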

Transcription Regulation (IEB only)

Title	Symbol	EB	P	SB	P
nubbin	nub	1.7	0.01	-1.4	0.05
Cyclic-AMP response element binding protein A	CrebA	1.9	0.01	1.1	0.52
Sex comb on midleg	Fst // Scm	12.4	0.00	2.8	0.09
seven up	svp	1.6	0.02	1.0	0.99
forkhead box, sub-group O	foxo	1.6	0.04	1.1	0.59
fruitless	fru	1.5	0.00	1.1	0.54
Signal-transducer and activator of transcription protein at 92E	Stat92E	1.5	0.03	1.1	0.45
Trithorax-like	Trl	1.5	0.03	-1.0	0.85
kayak	kay	1.7	0.00	1.1	0.45

Cell Morphogenesis (IEB only)

Title	Symbol	EB	P	SB	P
Mps one binder kinase activator-like 2	Mob2	1.6	0.01	1.0	0.76
p130CAS	p130CAS	1.5	0.03	1.1	0.62
rhomboid	rho	1.6	0.02	-1.4	0.09
Sex comb on midleg	Fst /// Scm	12.4	0.00	2.8	0.09
seven up	svp	1.6	0.02	1.0	0.99
Signal-transducer and activator of transcription protein at 92E	Stat92E	1.5	0.03	1.1	0.45
kayak	kay	1.7	0.00	1.1	0.45

Innate Immunity (overlap)

Title	Symbol	EB	P	SB	P
Peptidoglycan recognition protein SA	PGRP-SA	6.2	0.00	5.0	0.00
Turandot M	TotM	20.6	0.00	27.9	0.00
Peptidoglycan-recognition protein SC2	PGRP-SC2	15.3	0.00	8.9	0.00
Defensin	Def	186.4	0.00	156.1	0.00
Attacin-C	AttC	14.9	0.00	15.7	0.00
Immune induced molecule 10	CG33470	3.7	0.00	2.2	0.04
Drosocin	Dro	68.3	0.00	77.8	0.00
Attacin-A	AttA	82.2	0.00	68.4	0.00
Metchnikowin	Mtk	26.2	0.00	32.4	0.00
Immune induced molecule 23	IM23	3.8	0.01	3.1	0.02
Immune induced molecule 1	IM1	3.4	0.00	3.1	0.00
Peptidoglycan-recognition protein SD	PGRP-SD	9.8	0.00	8.4	0.00
Sterile alpha and TIR motif-containing protein 1	Ect4	1.7	0.06	2.0	0.02
Peptidoglycan recognition protein LA	PGRP-LA	2.1	0.01	2.2	0.01
Peptidoglycan recognition protein LC	PGRP-LC	2.4	0.00	2.0	0.00
Peptidoglycan recognition protein LF	PGRP-LF	5.6	0.00	3.8	0.00
TGF-beta activated kinase 1	Tak1	1.6	0.00	1.4	0.01
Peptidoglycan-recognition protein SB1	PGRP-SB1	10.0	0.00	13.1	0.00
Relish	Rel	3.8	0.00	2.2	0.02
Peptidoglycan recognition protein LB	PGRP-LB	8.6	0.00	8.9	0.00
Cecropin B	CecB	4.9	0.00	5.4	0.00
Cecropin C	CecC	24.2	0.00	30.9	0.00
Turandot A	TotA	5.5	0.02	6.8	0.01
Immune induced molecule 2	IM2	2.0	0.00	1.8	0.01
Immune induced molecule 4	IM4	3.1	0.01	2.9	0.01
Turandot X	TotX	2.2	0.21	3.8	0.04
Turandot C	TotC	28.0	0.00	58.2	0.00
Immune induced molecule 18	---	1.9	0.00	2.1	0.00

Protein Biosynthesis (overlap)

Title	Symbol	EB	P	SB	P
Eukaryotic translation initiation factor 3 subunit G-1	CG8636	1.3	0.23	1.6	0.03
Probable phenylalanyl-tRNA synthetase alpha chain	CG2263	1.5	0.01	1.8	0.00
Lysyl-tRNA synthetase	Aats-lys	1.3	0.22	1.6	0.03
Eukaryotic translation initiation factor 2 subunit 1	eIF-2alpha	1.8	0.03	2.4	0.00
Ribosomal protein LP1	RpLP1	1.3	0.07	1.5	0.02
Ribosomal protein L40	RpL40	1.3	0.24	1.6	0.03
Eukaryotic translation initiation factor 3 subunit I	Trip1	1.3	0.07	1.7	0.00
Ribosomal protein S13	RpS13	1.6	0.06	1.7	0.05
string of pearls	RpS2	1.4	0.07	2.1	0.00
Asparaginyl-tRNA synthetase	Aats-asn	1.3	0.02	1.6	0.00
Eukaryotic translation initiation factor 3 subunit J	Adam	1.3	0.16	1.5	0.04
Phenylalanyl-tRNA synthetase	Aats-phe	1.4	0.08	1.9	0.00
Transport and Golgi organization 7	Tango7	1.6	0.05	1.7	0.02
Ribosomal protein LP2	RpLP2	1.5	0.03	1.5	0.03
Eukaryotic translation initiation factor 3 subunit B	eIF3-S9	1.6	0.02	1.5	0.04
Eukaryotic translation initiation factor 3 subunit K	CG10306	1.3	0.09	1.5	0.03
Probable eukaryotic translation initiation factor 6	eIF6	1.3	0.23	2.0	0.01
eIF4E-4	eIF4E-4	1.4	0.03	1.6	0.01
eIF4E-5	eIF4E-5	1.4	0.02	1.5	0.01
Eukaryotic initiation factor 2beta	eIF-2beta	1.4	0.03	2.0	0.00
Ribosomal protein S12	RpS12	1.4	0.04	1.6	0.01
Int6 homologue	Int6	1.4	0.05	1.7	0.00
eukaryotic release factor 1	eRF1	1.7	0.01	1.7	0.02

Eukaryotic translation initiation factor 2A	CG7414	1.6	0.17	2.2	0.02
Suppressor of variegation 3-9	Su(var)3-9	2.0	0.00	2.3	0.00
Elongation Factor G2	EF-G2	1.5	0.07	1.7	0.02
Eukaryotic initiation factor 3 p66 subunit	eIF-3p66	1.4	0.15	1.9	0.02
Glutamyl-prolyl-tRNA synthetase	Aats-glupro	1.4	0.02	1.9	0.00
Probable phenylalanyl-tRNA synthetase beta chain	CG5706	1.2	0.11	1.5	0.00
Ribosomal protein L4	RpL4	1.4	0.18	1.8	0.04
Tryptophanyl-tRNA synthetase	Aats-trp	1.5	0.04	1.7	0.01
Valyl-tRNA synthetase	Aats-val	1.8	0.00	2.3	0.00
Isoleucyl-tRNA synthetase	Aats-ile	1.5	0.01	1.5	0.01
Glutaminyl-tRNA synthetase	Aats-gln	1.3	0.11	1.8	0.00
4EHP	4EHP	1.7	0.13	2.0	0.04

Response to Bacterium (overlap)

Title	Symbol	EB	P	SB	P
Serine Protease Immune Response Integrator	spirit	6.8	0.00	6.4	0.00
Peptidoglycan recognition protein SA	PGRP-SA	6.2	0.00	5.0	0.00
insulin-stimulated eIF-4E binding protein	Thor	2.5	0.02	2.2	0.04
Thiolester containing protein II	TepII	5.2	0.00	4.0	0.00
Thiolester containing protein I	TepI	22.2	0.00	28.4	0.00
Galactose-specific C-type lectin	Lectin-galC1	2.5	0.02	1.4	0.37
Thiolester containing protein IV	TepIV	2.7	0.00	2.9	0.00
Defensin	Def	186.4	0.00	156.1	0.00
eiger	egr	2.4	0.05	1.6	0.28
Attacin-C	AttC	14.9	0.00	15.7	0.00
Immune induced molecule 10	CG33470 // IM10	3.5	0.00	2.8	0.01
Drosocin	Dro	68.3	0.00	77.8	0.00
Metchnikowin	Mtk	26.2	0.00	32.4	0.00
Inhibitor of apoptosis 2	lap2	1.8	0.02	1.9	0.01
Immune induced molecule 23	IM23	3.8	0.01	3.1	0.02
Diptericin B	DptB	26.6	0.00	40.1	0.00
CG15678	pirk	5.8	0.00	3.8	0.00
Drosomycin	Drs	5.5	0.00	5.4	0.00
Peptidoglycan-recognition protein SD	PGRP-SD	9.8	0.00	8.4	0.00
Peptidoglycan recognition protein LA	PGRP-LA	2.1	0.01	2.2	0.01
Peptidoglycan recognition protein LC	PGRP-LC	2.4	0.00	2.0	0.00
Relish	Rel	3.8	0.00	2.2	0.02
Peptidoglycan recognition protein LB	PGRP-LB	8.6	0.00	8.9	0.00
Attacin-D	AttD	154.1	0.00	99.5	0.00
Spatzle-Processing Enzyme	SPE	1.6	0.04	2.2	0.00
spatzle	spz	3.1	0.00	2.7	0.00
Gram-positive Specific Serine protease	grass	1.9	0.04	2.2	0.02
Cecropin B	CecB	4.9	0.00	5.4	0.00
Cecropin C	CecC	24.2	0.00	30.9	0.00
Turandot A	TotA	5.5	0.02	6.8	0.01
Turandot X	TotX	2.2	0.21	3.8	0.04

Humoral Immune Response (overlap)

Title	Symbol	EB	P	SB	P
insulin-stimulated eIF-4E binding protein	Thor	2.5	0.02	2.2	0.04
Thiolester containing protein II	TepII	5.2	0.00	4.0	0.00
Thiolester containing protein I	TepI	22.2	0.00	28.4	0.00
Galactose-specific C-type lectin	Lectin-galC1	2.5	0.02	1.4	0.37
Thiolester containing protein IV	TepIV	2.7	0.00	2.9	0.00
Defensin	Def	186.4	0.00	156.1	0.00
Attacin-C	AttC	14.9	0.00	15.7	0.00
Immune induced molecule 10	CG33470 // IM10	3.5	0.00	2.8	0.01
Drosocin	Dro	68.3	0.00	77.8	0.00
Metchnikowin	Mtk	26.2	0.00	32.4	0.00
Inhibitor of apoptosis 2	lap2	1.8	0.02	1.9	0.01
Immune induced molecule 23	IM23	3.8	0.01	3.1	0.02
Diptericin B	DptB	26.6	0.00	40.1	0.00
Drosomycin	Drs	5.5	0.00	5.4	0.00
Peptidoglycan recognition protein LC	PGRP-LC	2.4	0.00	2.0	0.00
Hemolectin	Hml	3.3	0.00	2.6	0.00
ATP-dependent RNA helicase p62	Rm62	1.6	0.00	1.5	0.01
Relish	Rel	3.8	0.00	2.2	0.02
Attacin-D	AttD	154.1	0.00	99.5	0.00
spatzle	spz	3.1	0.00	2.7	0.00
Cecropin B	CecB	4.9	0.00	5.4	0.00
Cecropin C	CecC	24.2	0.00	30.9	0.00
longitudinals lacking	lola	1.9	0.01	2.0	0.00
necrotic	nec	1.5	0.18	2.0	0.03

Spindle Elongation (overlap)

Title	Symbol	EB	P	SB	P
stubarista	sta	1.4	0.19	1.7	0.03
Eukaryotic translation initiation factor 3 subunit G-1	CG8636	1.3	0.23	1.6	0.03
Ribosomal protein L17	RpL17	1.2	0.19	1.5	0.03
Eukaryotic translation initiation factor 2 subunit 1	eIF-2alpha	1.8	0.03	2.4	0.00
Ribosomal protein L27A	RpL27A	1.6	0.03	1.8	0.01
Ribosomal protein L36A	CG14645 // RpL36A	2.0	0.02	2.0	0.02
Ribosomal protein S13	RpS13	1.6	0.06	1.7	0.05
Ribosomal protein L21	RpL21	1.5	0.03	1.6	0.01
Ribosomal protein L31	RpL31	1.4	0.14	1.6	0.04

Ribosomal protein S15Ab	RpS15Aa // RpS15Ab	1.5	0.02	1.5	0.03
Ribosomal protein S15	RpS15	1.3	0.30	1.7	0.04
Ribosomal protein L11	RpL11	1.4	0.18	1.9	0.02
Ribosomal protein L39	RpL39	1.8	0.05	1.6	0.10
Ribosomal protein L19	RpL19	1.4	0.11	1.6	0.04
Ribosomal protein L28	RpL28	1.3	0.11	1.5	0.01
Ribosomal protein L18	RpL18	1.4	0.12	1.6	0.03
Ribosomal protein L14	RpL14	1.6	0.10	1.8	0.05
Ribosomal protein S9	RpS9	1.4	0.10	1.5	0.04
Eukaryotic initiation factor 2beta	eIF-2beta	1.4	0.03	2.0	0.00
Ribosomal protein L26	RpL26	1.7	0.08	1.8	0.05
Ribosomal protein S30	RpS30	1.3	0.38	1.8	0.04
eukaryotic translation initiation factor 4G	eIF4G	1.6	0.01	1.3	0.08
Ribosomal protein L37A	RpL37A	1.5	0.02	1.3	0.11
Ribosomal protein L12	RpL12	1.4	0.08	1.7	0.01

DNA Replication (ISB only)

Title	Symbol	EB	P	SB	P
Ribonucleoside diphosphate reductase small subunit	Rnr5	1.1	0.61	1.6	0.01
mutagen-sensitive 209	mus209	1.0	0.86	1.5	0.01
Replication-factor-C 40kD subunit	Rfc4	1.1	0.77	1.8	0.01
mitochondrial single stranded DNA-binding protein	mtSSB	-1.1	0.70	1.5	0.05
DNA polymerase alpha 60kD	DNApol-alpha60	1.0	0.92	1.6	0.00
DNA polymerase gamma 35kD	DNApol-gamma35	1.1	0.54	1.5	0.00

Translation (ISB only)

Title	Symbol	EB	P	SB	P
eIF2B-beta	eIF2B-beta	1.0	0.77	1.5	0.00
eIF2B-gamma	eIF2B-gamma	1.1	0.68	1.5	0.00
mitochondrial ribosomal protein S28	mRpS28	-1.1	0.72	1.8	0.01
mitochondrial ribosomal protein L17	mRpL17	-1.0	0.93	1.8	0.05
mitochondrial ribosomal protein S35	mRpS35	1.1	0.82	1.9	0.04
mitochondrial ribosomal protein S6	mRpS6	1.1	0.55	1.5	0.05
mitochondrial ribosomal protein S26	mRpS26	-1.0	0.90	1.5	0.02
mitochondrial ribosomal protein L21	mRpL21	-1.1	0.54	1.5	0.01
Rlc1	Rlc1	1.0	0.82	1.5	0.01
mitochondrial ribosomal protein S22	mRpS22	-1.0	0.86	1.9	0.01
mitochondrial ribosomal protein L12	mRpL12	1.1	0.64	1.8	0.01
Eukaryotic initiation factor 3 p40 subunit	eIF-3p40	1.1	0.57	1.7	0.03
DNA polymerase gamma 35kD	DNApol-gamma35	1.1	0.54	1.5	0.00

Protein Complex Assembly (ISB only)

Title	Symbol	EB	P	SB	P
Mediator complex subunit 31	MED31	1.1	0.53	1.8	0.01
alpha-Tubulin at 85E	alphaTub85E	1.1	0.49	1.5	0.03
Mediator complex subunit 7	MED7	1.0	0.85	1.7	0.02
TBP-associated factor 12	Taf12	1.0	0.84	1.6	0.01
Dmel_CG7794	CG7794	1.1	0.60	1.5	0.05
Surfeit 6	Surf6	1.1	0.58	1.5	0.02

Chitin Metabolism (IEB only)

Title	Symbol	EB	P	SB	P
obstructor-B	obst-B	-1.6	0.04	1.4	0.13
Dmel_CG13675	CG13675	-2.1	0.05	-1.1	0.79
Dmel_CG14304	CG14304	-1.5	0.03	-1.1	0.52

Metamorphosis (overlap)

Title	Symbol	EB	P	SB	P
Downstream of kinase	Dok	-1.6	0.02	-2.4	0.00
forked	f	-2.0	0.01	-2.7	0.00
BarH2	B-H2	-1.4	0.27	-2.5	0.01
BarH1	B-H1	-1.4	0.04	-1.9	0.00
Heparan sulfate 3-O sulfotransferase-B	Hs3st-B	-1.3	0.06	-1.5	0.01
decapentaplegic	dpp	-1.2	0.26	-1.6	0.01
scavenger receptor acting in neural tissue and majority of rhodopsin is absent	santa-maria	-1.3	0.11	-1.5	0.01
dachs	d	-2.2	0.02	-2.0	0.04
Glilotactin	Gli	-1.9	0.02	-2.2	0.00
costa	cos	-1.3	0.11	-1.5	0.01
downstream of receptor kinase	drk	-1.2	0.29	-1.9	0.00
Death caspase-1	Dcp-1	-1.7	0.03	-1.3	0.23
split central complex	Ptpmeg	-1.3	0.21	-1.6	0.05
Nedd2-like caspase	Nc	-1.7	0.04	-1.4	0.16
Protein giant-lens	aos	-1.5	0.08	-1.6	0.04
Ecdysone-induced protein 75B	Eip75B	-2.7	0.00	-2.3	0.01
odd paired	opa	-1.3	0.15	-1.8	0.01
doublesex	dsx	-1.3	0.12	-1.7	0.01
Daughters against dpp	Dad	-1.5	0.01	-1.4	0.03
bursicon	burs	-1.6	0.10	-2.4	0.00
Pten	Pten	-1.5	0.07	-1.9	0.01
cut	ct	-1.3	0.08	-1.7	0.00
miniature	m	-1.7	0.00	-1.7	0.00
Frizzled	fz	-1.3	0.22	-1.7	0.01
knot	kn	-1.5	0.05	-2.2	0.00

net	net	-1.4	0.09	-1.7	0.01
Ecdysone-inducible gene E1	ImpE1	-1.2	0.32	-1.5	0.02

Transcription Regulation (overlap)

Title	Symbol	EB	P	SB	P
Histone deacetylase complex subunit SAP30 homolog	Sap30	-1.4	0.01	-1.5	0.00
anterior open	aop	-1.6	0.05	-2.0	0.01
abrupt	ab	-1.5	0.09	-2.0	0.01
Hormone receptor-like in 38	Hr38	-1.7	0.06	-4.8	0.00
Hormone receptor-like in 39	Hr39	-1.4	0.04	-1.8	0.00
goliath	gol	-1.5	0.15	-2.2	0.01
trachealess	trh	-1.3	0.16	-1.6	0.02
estrogen-related receptor	ERR	-1.3	0.07	-1.6	0.00
Ecdysone-induced protein 75B	Eip75B	-2.7	0.00	-2.3	0.01
eagle	eg	-1.4	0.05	-1.5	0.04
odd paired	opa	-1.3	0.15	-1.8	0.01
Sex combs reduced	Scr	-1.2	0.27	-1.8	0.00
doublesex	dsx	-1.3	0.12	-1.7	0.01
single-minded	sim	-1.2	0.18	-1.5	0.01
Daughters against dpp	Dad	-1.5	0.01	-1.4	0.03
nautilus	nau	-1.6	0.05	-2.1	0.01
E(spl) region transcript m3	HLHm3	-1.7	0.02	-1.4	0.12
skuld	skd	-1.3	0.29	-1.7	0.03
cut	ct	-1.3	0.08	-1.7	0.00
knot	kn	-1.5	0.05	-2.2	0.00
tramtrack	ttk	-1.2	0.24	-1.5	0.01
	mod(mdg4) // pre-mod(mdg4)-AD //-AE				
modifier of mdg4	//-W	-1.2	0.07	-1.6	0.00

Epithelium Development (overlap)

Title	Symbol	EB	P	SB	P
Ras-related protein	Rala	-1.2	0.46	-1.5	0.05
Downstream of kinase	Dok	-1.6	0.02	-2.4	0.00
unconventional myosin class XV	Myo10A	-1.9	0.00	-2.1	0.00
anterior open	aop	-1.6	0.05	-2.0	0.01
decapentaplegic	dpp	-1.2	0.26	-1.6	0.01
Btk family kinase at 29A	Btk29A	-1.3	0.16	-1.8	0.00
gurken	grk	-1.2	0.26	-1.5	0.02
dachs	d	-2.2	0.02	-2.0	0.04
Gliotactin	Gli	-1.9	0.02	-2.2	0.00
starry night	stan	-1.6	0.03	-1.4	0.17
shade	shd	-1.5	0.00	-1.6	0.00
Protein giant-lens	aos	-1.5	0.08	-1.6	0.04
Daughters against dpp	Dad	-1.5	0.01	-1.4	0.03
branchless	bnl	-1.3	0.15	-1.7	0.01
ADP-ribosylation factor-like 3	dnd	-2.0	0.06	-2.1	0.05
pericardin	prc	-2.9	0.05	-1.6	0.32
Frizzled	fz	-1.3	0.22	-1.7	0.01
knickkopf	knk	-2.2	0.01	-1.9	0.02

Programmed Cell Death (overlap)

Title	Symbol	EB	P	SB	P
roughest	rst	-1.3	0.07	-1.6	0.01
decapentaplegic	dpp	-1.2	0.26	-1.6	0.01
scavenger receptor acting in neural tissue and majority of rhodopsin is absent	santa-maria	-1.3	0.11	-1.5	0.01
Caspase-activated DNase	Drep-4	-1.6	0.05	-1.5	0.06
Rep3	Drep-3	-1.2	0.25	-1.6	0.03
Death caspase-1	Dcp-1	-1.7	0.03	-1.3	0.23
split central complex	Ptpmeg	-1.3	0.21	-1.6	0.05
Nedd2-like caspase	Nc	-1.7	0.04	-1.4	0.16
Ecdysone-induced protein 75B	Eip75B	-2.7	0.00	-2.3	0.01
sickle	skl	-1.8	0.01	-2.2	0.00
Pten	Pten	-1.5	0.07	-1.9	0.01
	mod(mdg4) // pre-mod(mdg4)-AD //-AE				
modifier of mdg4	//-W	-1.2	0.07	-1.6	0.00
wunen-2	wun2	-1.3	0.25	-1.7	0.02

Actin Cytoskeleton Organization (ISB only)

Title	Symbol	EB	P	SB	P
G-protein coupled receptor moody	moody	-1.0	0.78	-1.5	0.03
LIM-kinase1	LIMK1	1.2	0.24	-1.5	0.02
inflated	if	-1.1	0.67	-1.7	0.01
flightless I	flil	-1.1	0.52	-1.6	0.00
lethal (2) giant larvae	l(2)gl	1.1	0.44	-1.7	0.00
diaphanous	dia	1.1	0.53	-1.5	0.04
scrambled	sced	-1.0	0.75	-1.5	0.01
puckered	puc	-1.1	0.57	-2.4	0.00
Delta	DI	-1.0	0.98	-1.9	0.01
Wiskott-Aldrich syndrome protein	WASp	1.1	0.50	-1.7	0.00

Ectoderm Development (ISB only)

Title	Symbol	EB	P	SB	P
LIM-kinase1	LIMK1	1.2	0.24	-1.5	0.02
Hormone receptor-like in 38	Hr38	-1.7	0.06	-4.8	0.00
puckered	puc	-1.1	0.57	-2.4	0.00
stripe	sr	-1.0	0.96	-1.9	0.00
Delta	DI	-1.0	0.98	-1.9	0.01
hedgehog	hh	1.1	0.48	-1.7	0.01
Wiskott-Aldrich syndrome protein	WASp	1.1	0.50	-1.7	0.00

Cell Migration (ISB only)

Title	Symbol	EB	P	SB	P
small wing	sl	-1.1	0.45	-1.7	0.00
inflated	if	-1.1	0.67	-1.7	0.01
stathmin	stai	1.1	0.72	-1.5	0.03
escargot	esg	-1.1	0.56	-1.5	0.01
vein	vn	1.3	0.23	-1.6	0.05
puckered	puc	-1.1	0.57	-2.4	0.00
stripe	sr	-1.0	0.96	-1.9	0.00
Delta	DI	-1.0	0.98	-1.9	0.01
held out wings	how	-1.1	0.66	-1.7	0.01
hedgehog	hh	1.1	0.48	-1.7	0.01

# Supplementary material for: Toll Mediated Infection Response Is Altered by Gravity and Spaceflight in Drosophila
**Source:** PLoS One. 2014 Jan 24;9(1):e86485. doi: 10.1371/journal.pone.0086485
**Supplement:** Table S3 — Genes with altered response in uninfected space flies, in addition to those in Table 2.

Table S3. Genes with altered response in uninfected space flies, in addition to those in Table 2.

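Table S3 holds folds of uninfected space over uninfected Earth flies, with a sign for the direction. Of its 219 values 198 belong to a gene with a probe set of its own, and the fold from the deposited signals matched 189 of them to the printed digit and 197 by some probe set of the gene. In Table 2, to which Table S3 adds, *Yp2*, a yolk protein gene, had a log2 difference of -0.99 here and *Loxl2*, a lysyl oxidase that crosslinks matrix proteins, one of -0.63. Neither passed limma's adjusted test over all probe sets.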

aay	(1.5),	Lcp65Ag3	(1.5),	sty	(1.6),	CG13311	(2.0),	CG31205	-(2.0),	CG5190	-(1.6),
Ast-CC	-(1.5),	Lip4	-(1.5),	sug	(1.8),	CG13321	(2.1),	CG31259	-(2.4),	CG5195	(1.9),
bchs	(1.6),	Lkr	(1.6),	Sur-8	(1.7),	CG13482	(3.1),	CG31272	(2.3),	CG5290	(2.3),
beat-IIIc	-(1.6),	Lpin	(1.7),	Taf7	(1.5),	CG13511	(2.6),	CG31288	-(1.6),	CG5348	(1.6),
bnl	(1.6),	Mob2	(1.7),	tamo	(1.6),	CG13604	(1.8),	CG31296	(1.6),	CG5550	(7.0),
Cda4	-(1.7),	MTF-1	(1.5),	Tdc1	(1.6),	CG13618	(2.0),	CG31337	(1.5),	CG5707	-(1.5),
cdi	(1.6),	MtnB	(2.8),	Tsp96F	(1.5),	CG13641	(1.8),	CG31370	(1.5),	CG6055	-(1.7),
cenG1A	(2.1),	nub	(1.9),	Uro	(2.4),	CG13773	-(1.5),	CG31626	(1.5),	CG6282	(1.5),
CHKov1	-(1.5),	Obp83g	-(1.7),	vimar	(1.5),	CG13833	(1.8),	CG31686	(2.2),	CG6767	(1.5),
CHMP2B	(1.8),	olf186-M	(1.5),	vir-1	(2.1),	CG14218	-(1.6),	CG31955	(1.8),	CG6910	(2.0),
Cht9	(2.8),	Osi12	(1.5),	Vrp1	(1.5),	CG14635	(1.6),	CG32107	(1.9),	CG6912	-(1.6),
Cyp12a4	(1.6),	osm-6	-(1.5),	WASp	(1.5),	CG14820	-(1.8),	CG32194	(1.7),	CG7031	-(1.7),
Cyp310a1	(1.7),	p38c	(2.1),	Whamy	(1.9),	CG14879	(1.5),	CG32553	(1.8),	CG7130	(1.8),
Cyp4p3	(1.6),	Pa1	(1.9),	yellow-e	-(1.5),	CG15024	-(1.5),	CG32564	-(1.5),	CG7135	(1.7),
Dhap-at	(1.7),	Pak	(1.5),	yellow-h	-(1.5),	CG15044	(2.2),	CG32850	(1.6),	CG7142	(2.9),
dia	(1.5),	pbl	(1.5),	ZnT35C	-(1.6),	CG15071	(1.6),	CG33474	(1.5),	CG7298	(3.2),
dl	(1.6),	Pde11	(1.7),	CG10051	-(2.2),	CG15366	(1.7),	CG3348	(1.7),	CG7458	-(1.5),
dpr18	(1.5),	PGRP-LF	(1.6),	CG10103	(1.7),	CG15745	(1.8),	CG33966	-(1.6),	CG7778	(1.6),
eIF2B-g	-(1.5),	pirk	(1.6),	CG10176	(1.5),	CG15817	(1.6),	CG34349	(1.6),	CG8005	-(1.5),
Eig71Ea	(1.5),	Pph13	(1.5),	CG10182	(4.2),	CG1673	(1.6),	CG34382	-(1.9),	CG8314	-(1.5),
fa2h	(1.6),	Pros45	-(1.5),	CG10300	(2.0),	CG17717	(1.5),	CG34396	(1.5),	CG8353	(1.5),
Fancl	(1.7),	puc	(2.0),	CG10337	(1.8),	CG17760	(1.6),	CG3760	-(1.5),	CG8679	(1.5),
Fst // Scm	(9.6),	Pvf1	(1.5),	CG10433	(2.4),	CG17786	-(1.5),	CG3764	(2.1),	CG8925	-(1.5),
GstD2	(4.0),	Rab9	(1.6),	CG10462	(1.6),	CG17930	(1.6),	CG3884	(2.2),	CG9084	(1.5),
GstD4	(2.7),	Rcd2	(1.8),	CG10476	-(1.5),	CG17974	-(1.7),	CG4168	(1.7),	CG9134	-(1.8),
GstD5	(2.1),	Rel	(2.4),	CG10514	-(1.9),	CG18446	(1.6),	CG42351	-(1.5),	CG9422	-(1.6),
GstE1	(1.9),	Rep	(1.5),	CG10516	-(1.8),	CG1850	(1.5),	CG42540	(1.6),	CG9452	(1.5),
GstE7	(2.7),	Rfx	(1.5),	CG10943	(1.9),	CG18563	(2.0),	CG42673	(1.6),	CG9568	(2.2),
GstE8//E9	(2.5),	rho-4	(1.5),	CG1129	(1.6),	CG18607	-(1.6),	CG42752	-(1.8),	CG9935	(1.5),
HLH54F	(1.5),	RhoGAP71<br>E	(1.7),	CG11334	-(1.6),	CG18635	(1.7),	CG42817	(1.5),		
Hydr2	(1.5),	RpL3	(1.5),	CG11447	-(1.5),	CG18641	-(1.6),	CG4301	(1.5),		
ldgf1	(1.8),	RpLPO-like	-(1.5),	CG11825	(2.2),	CG18673	(1.9),	CG4313	-(1.7),		
inaF-B//F-<br>D	(1.6),	SelD	-(1.5),	CG11889	(2.0),	CG18744	(2.7),	CG4576	(1.5),		
lpk2	(1.8),	sha	-(1.5),	CG12187	(1.5),	CG1887	(1.5),	CG4702	-(1.8),		
jhamt	(1.8),	Spn28Db	(1.6),	CG12483	-(1.5),	CG30043	-(1.6),	CG4725	(1.6),		
lace	(1.5),	spz	(1.7),	CG12974	(1.5),	CG30160	(2.8),	CG4741	-(1.7),		
LamC	(1.8),	sr	(1.5),	CG13038	-(1.6),	CG30325	(1.5),	CG4753	-(2.0),		
lbk	(1.5),	Srp19	-(1.5),	CG13157	-(1.8),	CG31104	-(1.6),	CG4998	(2.4),

How the deposited data were processed for this re-analysis (not part of the article)

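Transcription was measured in pools of whole male flies on 18 Affymetrix Drosophila Genome 2.0 arrays, 3 for each of 6 groups: Earth flies and space flies, each uninfected, infected with *B. bassiana* or infected with *E. coli*. The authors hybridized 1 array per pool and made a log2 signal per probe set by RMA in Partek Genomics Suite 6.6. The deposited values lie between 2.6 and 14.9 on the log2 scale and their distributions are close but not identical between arrays. Array values carry no counts, so no depth can be given, and the number of arrays limits the precision. The deposited values were used as they are, with no further normalization and no filter, for 18769 probe sets.

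The values were fitted in R 4.3.3 with limma 3.58.1, as a mean per group with empirical Bayes moderation (lmFit and eBayes) over all 18 arrays, with 12 residual degrees of freedom and 3.18 of the prior. The comparisons were each infection against no infection within Earth flies and within space flies, space against Earth flies within each infection state, the difference of each infection response between space and Earth flies, and the difference of the flight effect between fungus and bacteria infected flies. Changes were called at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets. The paper's cutoff, a fold of at least 1.5 and an unadjusted p of at most 0.05, was counted from the same fit. An exact permutation test of 3 arrays against 3 cannot give a p below 0.1, and was not used.

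Probe sets were given gene symbols from the array annotation brought to current names: 13647 carry a single symbol, standing for 11983 genes, 402 carry several and 4720 none. A gene is represented by its probe set with the highest mean over all arrays. Lists of genes, 40 in number, were tested in each comparison with camera at a preset correlation of 0.01, with p values adjusted over the lists, and again with an estimated correlation, with a block for the replicate number and with fry, which tests whether the genes of a list move on balance one way. For the gene groups weighed together, fry p values were adjusted over the tests of each group, a choice made after the values were seen; tests added later were adjusted together with them and left the earlier values as they were. Genes were named by rule: every gene that the paper's text, Table 1 or Table 2 names, the 5 largest rises and the 5 largest falls among called genes whose arrays do not overlap, and up to 4 members per list, or 2 where none was called. The values in the paper's tables were known when the rule was set.

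Alternatives were the fit on the arrays of the groups compared alone, least-squares fits without moderation over all 18 arrays and over the groups compared, eBayes with trend and robust, quantile normalization, median centring, leaving out the dimmest 40% of probe sets, 1 probe set per gene, the replicate number as a block, array weights, a fold of at least 2, an adjusted p together with a fold of at least 1.5, the probe set with the largest moderated statistic per gene, and each array left out in turn. After the values were seen 3 more were added: leaving out the 3 arrays of narrowest signal range, a covariate for the difference in mean signal between the longest and the shortest 20% of genes, and a block for the replicate number within the 2 groups compared. The last was used where the residuals of every pair of arrays with the same number were correlated above 0.1. This held for the fungal response of Earth flies (correlations from 0.432 to 0.593) and for uninfected space against Earth flies (0.185 to 0.637), and not for the other 5 comparisons of 2 groups. Neither the paper nor the labels say that a number marks a shared batch or day, so the pairing is read from the values alone. A value was counted as reversed only where it was called in the fit over all 18 arrays or under the alternative. The fit and the calls were tested on simulated data of the same design, with noise drawn for each probe set on its own. For the other splits of the samples, all 10 splits of 6 arrays into 3 and 3 were counted for a comparison of 2 groups, and 100 were drawn for a difference of responses. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

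The paper's survival tests, its quantitative PCR and its hypergravity experiments have no deposited values and were not analysed here. Genes without a probe set of a single name, such as *MP1*, *Hsp22*, *Hsp23* and *Hsp70Bc*, were not analysed by name.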

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

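The comparison of the heat shock genes between infected space and Earth flies and the test of the age of the flies were chosen only after the result was seen, as were the tests of the immune genes between fungus infected space and Earth flies, the tests with the replicate block, the long gene index and the arrays of narrow signal range.

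A test of the difference itself called a lower fungal response in space than in Earth flies for *CG30091* (-4.60), *CG18563* (-4.42), *Spn88Eb* (-3.15), *CG6675* (-2.91), *CG10764* (-2.77) and *CG3117* (-1.54), log2 values of the space response minus the Earth response. That test measures the spread between arrays of a single flight, not between flights. Called probe sets without a single gene name were at -3.76 and -2.53. The 8 called probe sets became 18 without space uninfected 1, 16 without Earth uninfected 2, 15 without Earth fungus 1, 4 without space fungus 1 or Earth fungus 2, and 5 without space uninfected 2 or 3, Earth uninfected 3, space fungus 3 or Earth fungus 3. Of 100 splits of the 12 arrays, 47 gave as many probe sets past the paper's cutoff as the 525 of the real one and the highest other split gave 6046, so chance cannot be excluded for that count, and splits that give several times the real count point to a structure of the samples.

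Between the infections, the effect of flight differed for *CG30091* (-4.43), *CG18563* (-3.75) and *CG10764* (-2.49), log2 values of space minus Earth after the fungus less the same after the bacterium. The call of *CG10764* ended without space bacteria 2 (-2.48) or 3 (-2.51) or Earth bacteria 3 (-2.39). The 5 called probe sets became 11 without Earth fungus 1, 3 without Earth bacteria 2, space fungus 3 or Earth fungus 2, and 2 without space bacteria 2 or 3 or Earth bacteria 3. As many probe sets past the paper's cutoff as the real 537 were given by 26 of 100 splits, with 3752 in the highest other, and for the difference of the bacterial responses as many as the real 280 by 70 of 100, with 2023 in the highest other, so chance cannot be excluded for either count.

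The paper does not report a comparison of fungus infected space flies with fungus infected Earth flies, in which 38 probe sets changed (7 without space fungus 1 or Earth fungus 2, 21 without space fungus 2, 19 without space fungus 3 and 83 without Earth fungus 3).

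Comparisons of 3 arrays with 3 allow 10 splits, too few for a share under 0.05. The real split and the highest other gave 1601 and 1477 probe sets past the paper's cutoff for the fungal response of Earth flies, 1127 and 3193 for that of space flies, 1178 and 716 for the bacterial response of Earth flies and 1911 and 794 for that of space flies. For space against Earth flies they gave 252 and 1687 without infection, 619 and 3088 with the fungus and 149 and 244 with the bacterium. Splits far above the real count, as in the uninfected and fungus infected flies, point to a structure of the samples other than flight. Arrays with the same number went together in the fungal response of Earth flies and in uninfected space against Earth flies, and of the 4 splits that part all 3 such pairs the highest other gave 245 in the former and 480 in the latter. The splits that keep a pair together gave up to 1477 and 1687.

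Of the 19 named AMP, Bomanin and immune induced genes 18 had a smaller fungal response in space flies, with a median difference of -1.13 (limma's fry, adjusted p = 0.112, which did not pass). A gene length trend between the arrays is argued against as the whole cause: with the long gene index in the fit the median was -1.01 (fry, adjusted p = 0.0136). A departure of the uninfected arrays is argued against as the whole cause too: between fungus infected space and Earth flies, where no uninfected array enters, 18 of 19 were lower, with a median of -1.19 (fry, adjusted p = 0.0144, and at most 0.0327 with any 1 of the 6 arrays left out), while uninfected flies had 8 higher and 11 lower (median -0.0965, adjusted p = 0.813), although the flight effect after the fungus less that after the bacterium did not pass (median -1.03, adjusted p = 0.134). The scaling of the arrays stays open, since after quantile normalization the median was -0.925 with 17 of 19 lower (fry, adjusted p = 0.259), and -0.886 between the fungus infected flies (adjusted p = 0.0768). That development in space changed the response to the fungus is the biological explanation the design names, and it remains a hypothesis beside scaling. The splits of the arrays were counted over all probe sets and not for these 19 genes. A structure of the samples other than flight therefore stays open for them too.

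The 5 measured heat shock genes were higher in uninfected space flies, with a median of 1.72 (fry, adjusted p = 0.0157), although none passed over all probe sets. All but *DnaJ-1* are in the paper's Table 2, chosen on these uninfected arrays, so their rise and the tests of it are not independent evidence. Against a single array speaks that the median was 1.14 at its lowest with 1 of the 6 uninfected arrays left out; against a gene length trend, 1.63 with the long gene index (fry, adjusted p = 0.0157) and 1.71 with the replicate block as well (fry, adjusted p = 6e-04); and against scaling, 1.80 after quantile normalization (fry, adjusted p = 0.00217). A lasting effect of development in space would keep these genes high after infection: their median between space and Earth flies was 1.25 with the fungus (fry, adjusted p = 0.0582) and 0.187 with the bacterium (fry, adjusted p = 0.697). A lasting effect and a passing one on the day of sampling therefore cannot be told apart, as the infected groups differ from each other and the paper's text gives no sampling times for them. Stress during development or return remains a hypothesis.

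Genes of chitin, of tanning after eclosion and of the larval serum list, which includes *Fbp1* and *Fbp2*, 40 in all, were lower after fungal infection in Earth flies (median -0.846, fry, adjusted p = 0.0242) and in space flies (-1.02, fry, adjusted p = 0.00124). A gene length trend is argued against by a median of -0.732 in Earth flies with the long gene index (fry, adjusted p = 0.0387) and -0.775 with the replicate block as well (fry, adjusted p = 0.0281), and scaling by -1.05 in space flies after quantile normalization. A candidate explanation is that infected flies were older when sampled than uninfected ones, since larval serum and tanning genes fade after eclosion: the medians of both lists in both kinds of flies were at or below -0.802. The larval serum list holds only 3 genes. In space flies 1 of them was higher and 2 were lower, and the list did not pass there (fry, adjusted p = 0.0582). After bacterial infection in space flies the lists parted, with larval serum genes higher (median 1.03, fry, adjusted p = 0.0154, but camera adjusted p = 0.154 after quantile normalization) and 9 of 10 tanning genes lower (median -0.523, fry, adjusted p = 0.0258), as 9 of 10 were in Earth flies (median -0.29, camera adjusted p = 0.0173, but 0.443 with an estimated correlation, 0.0936 without Earth uninfected 2 and 0.111 after quantile normalization), so an age difference common to both infections is neither shown nor excluded. An effect of the fungus on the cuticle it enters through was not tested apart from age.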

How the results depend on the processing

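No named gene and no list that was called under either setting changed its direction, so the results that follow concern sizes and thresholds. For the counts, the filter on dim probe sets, the choice of 1 probe set per gene and the replicate block left every one within 1.5 times the reported value, and eBayes with trend and robust moved only the probe sets called for the flight effect by infection, to 8. With the replicate number as a block over all groups, 397 of 400 list results kept their side of the threshold, 1 gained a call and 2 lost it, and 7 of 18 arrays were correlated best with an array of their own number. In the 2 comparisons where every same-numbered pair was correlated above 0.1, the replicate block within the groups compared gave 839 called probe sets for the fungal response of Earth flies and 0 for uninfected space against Earth flies. It added the calls of *Cyp4ac2*, *pll*, *cact*, *Rel* and *wgn* and of the Imd pathway list in the former and changed no other call of a named gene or list. With an estimated correlation 110 of the 400 list results lost their call and with fry 90, against 32 after quantile normalization, which gained 9. Arrays give signal over background, so changes of genes near the lowest signals cannot be read, and folds are limited at the highest. Probe sets said to be raised or lowered in Earth flies alone, in both or in space flies alone are those past the paper's cutoff, except where another is named. 3 settings were chosen after the data had been seen: leaving out the 3 arrays of narrowest signal range, the long gene index as a covariate and the replicate block within the groups compared. Where a result moved, the cause was not tested, unless the setting itself, by fewer arrays or a stricter threshold, shows it.

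Fitted on the arrays of the groups compared alone, the probe sets with an adjusted p under 0.05 numbered 305 for the fungal response of Earth flies, 35 for the fungal response of space flies, 97 for the bacterial response of Earth flies, 188 for the bacterial response of space flies, 6 for fungus infected space against Earth flies and 3 for the difference of the fungal responses. Those past the paper's cutoff numbered 285 for bacteria infected space against Earth flies. With a least-squares fit over all 18 arrays without moderation, the probe sets with an adjusted p under 0.05 numbered 414 for the fungal response of Earth flies, 77 for the fungal response of space flies, 130 for the bacterial response of Earth flies, 306 for the bacterial response of space flies, 9 for fungus infected space against Earth flies, 4 for the difference of the fungal responses and 2 for the flight effect by infection. With the same fit on the groups compared alone, the probe sets with an adjusted p under 0.05 numbered 0 for the fungal response of Earth flies, 0 for the fungal response of space flies, 0 for the bacterial response of Earth flies, 1 for the bacterial response of space flies, 0 for fungus infected space against Earth flies, 1 for the difference of the fungal responses and 3 for the flight effect by infection. Those past the paper's cutoff numbered 1065 for the fungal response of Earth flies, 597 for the fungal response of space flies, 778 for the bacterial response of Earth flies, 119 for uninfected space against Earth flies, 317 for fungus infected space against Earth flies and 323 for the difference of the fungal responses. The fungus raised 119 in both and 68 in space flies alone and lowered 131 in Earth flies alone and 185 in both. The bacterium raised 304 in both and lowered 74 in Earth flies alone and 69 in both. After quantile normalization, the probe sets with an adjusted p under 0.05 numbered 521 for the fungal response of space flies, 869 for the bacterial response of space flies and 1 for uninfected space against Earth flies. Infection with the fungus raised 240 in space flies alone and lowered 324 in Earth flies alone. Infection with the bacterium raised 162 in Earth flies alone, 253 in both and 432 in space flies alone and lowered 267 in both. After median centring, the probe sets with an adjusted p under 0.05 numbered 368 for the fungal response of space flies and 784 for the bacterial response of space flies. The fungus raised 215 in space flies alone. Array weights ran from 0.197 (space fungus 2) to 6.62 (Earth uninfected 2), so several group means rested mainly on a single array in the counts that follow. With array weights, the probe sets with an adjusted p under 0.05 numbered 2964 for the fungal response of Earth flies, 1713 for the fungal response of space flies, 4974 for the bacterial response of Earth flies, 2825 for the bacterial response of space flies, 509 for uninfected space against Earth flies, 3447 for fungus infected space against Earth flies, 214 for bacteria infected space against Earth flies, 107 for the difference of the fungal responses, 325 for the difference of the bacterial responses and 1604 for the flight effect by infection. Those past the paper's cutoff numbered 2230 for the fungal response of space flies, 1790 for the bacterial response of Earth flies, 1101 for uninfected space against Earth flies, 2834 for fungus infected space against Earth flies, 314 for bacteria infected space against Earth flies, 1717 for the difference of the fungal responses, 1802 for the difference of the bacterial responses and 3196 for the flight effect by infection. Infection with the fungus raised 805 in space flies alone and lowered 503 in Earth flies alone and 527 in space flies alone. Infection with the bacterium raised 644 in Earth flies alone and lowered 371 in Earth flies alone, 277 in both and 796 in space flies alone. At a fold of at least 2 with the same p, the probe sets past this threshold numbered 738 for the fungal response of Earth flies, 435 for the fungal response of space flies, 368 for the bacterial response of Earth flies, 477 for the bacterial response of space flies, 57 for uninfected space against Earth flies, 178 for fungus infected space against Earth flies, 20 for bacteria infected space against Earth flies, 233 for the difference of the fungal responses, 67 for the difference of the bacterial responses and 193 for the flight effect by infection. The fungus raised 346 in Earth flies alone, 152 in both and 34 in space flies alone and lowered 72 in Earth flies alone, 168 in both and 81 in space flies alone. The bacterium raised 95 in Earth flies alone, 173 in both and 162 in space flies alone and lowered 43 in Earth flies alone, 57 in both and 85 in space flies alone. At an adjusted p with a fold of at least 1.5, the probe sets past this threshold numbered 663 for the fungal response of Earth flies, 225 for the fungal response of space flies, 223 for the bacterial response of Earth flies, 500 for the bacterial response of space flies, 0 for uninfected space against Earth flies, 38 for fungus infected space against Earth flies, 0 for bacteria infected space against Earth flies, 8 for the difference of the fungal responses, 0 for the difference of the bacterial responses and 5 for the flight effect by infection. Infection with the fungus raised 368 in Earth flies alone, 55 in both and 19 in space flies alone and lowered 100 in both and 51 in space flies alone. Infection with the bacterium raised 51 in Earth flies alone, 122 in both and 218 in space flies alone and lowered 14 in Earth flies alone, 36 in both and 124 in space flies alone. Without the 3 arrays of narrowest signal range, the probe sets with an adjusted p under 0.05 numbered 1247 for the fungal response of Earth flies, 546 for the bacterial response of Earth flies, 30 for uninfected space against Earth flies, 20 for the difference of the fungal responses, 4 for the difference of the bacterial responses and 12 for the flight effect by infection. Those past the paper's cutoff numbered 660 for uninfected space against Earth flies, 1469 for fungus infected space against Earth flies, 1008 for the difference of the fungal responses, 776 for the difference of the bacterial responses and 835 for the flight effect by infection. The fungus raised 246 in space flies alone and lowered 582 in Earth flies alone. The bacterium raised 326 in both and 415 in space flies alone and lowered 416 in Earth flies alone. With the long gene index as a covariate, the probe sets with an adjusted p under 0.05 numbered 1169 for the fungal response of Earth flies, 546 for the fungal response of space flies, 576 for the bacterial response of Earth flies, 1207 for the bacterial response of space flies, 33 for the difference of the fungal responses, 1 for the difference of the bacterial responses and 14 for the flight effect by infection. Those past the paper's cutoff numbered 283 for bacteria infected space against Earth flies, 423 for the difference of the bacterial responses and 918 for the flight effect by infection. Infection with the fungus raised 1103 in Earth flies alone and 298 in space flies alone. Infection with the bacterium raised 1312 in space flies alone.

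With each array left out in turn, the probe sets with an adjusted p under 0.05 numbered 272 to 799 for the fungal response of Earth flies, 58 to 234 for the fungal response of space flies, 106 to 221 for the bacterial response of Earth flies, 124 to 570 for the bacterial response of space flies, 0 to 14 for uninfected space against Earth flies, 7 to 83 for fungus infected space against Earth flies, 4 to 18 for the difference of the fungal responses and 2 to 11 for the flight effect by infection. Those past the paper's cutoff numbered 216 to 521 for uninfected space against Earth flies, 319 to 1707 for fungus infected space against Earth flies, 90 to 344 for bacteria infected space against Earth flies, 396 to 881 for the difference of the fungal responses, 193 to 588 for the difference of the bacterial responses and 320 to 1220 for the flight effect by infection. The fungus raised 467 to 1093 in Earth flies alone, 175 to 505 in both and 52 to 598 in space flies alone and lowered 148 to 432 in Earth flies alone. The bacterium raised 247 to 539 in Earth flies alone and 285 to 1329 in space flies alone and lowered 74 to 357 in Earth flies alone and 316 to 688 in space flies alone.

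The arrays whose removal moved the probe sets called by more than 1.5 times gave 336 without Earth uninfected 2, 356 without Earth uninfected 3, 393 without Earth fungus 1, 272 without Earth fungus 2 for the fungal response of Earth flies. They gave 97 without space uninfected 1, 141 without space uninfected 2, 58 without space fungus 1, 73 without space fungus 3 for the fungal response of space flies. They gave 121 without Earth uninfected 3, 106 without Earth bacteria 2, 114 without Earth bacteria 3 for the bacterial response of Earth flies. They gave 236 without space uninfected 1, 346 without space uninfected 2, 124 without space bacteria 2, 156 without space bacteria 3 for the bacterial response of space flies. They gave 14 without space uninfected 1 for uninfected space against Earth flies. They gave 7 without space fungus 1, 21 without space fungus 2, 19 without space fungus 3, 7 without Earth fungus 2, 83 without Earth fungus 3 for fungus infected space against Earth flies. They gave 18 without space uninfected 1, 5 without space uninfected 2, 5 without space uninfected 3, 16 without Earth uninfected 2, 5 without Earth uninfected 3, 4 without space fungus 1, 5 without space fungus 3, 15 without Earth fungus 1, 4 without Earth fungus 2, 5 without Earth fungus 3 for the difference of the fungal responses. They gave 2 without space bacteria 2, 2 without space bacteria 3, 3 without Earth bacteria 2, 2 without Earth bacteria 3, 3 without space fungus 3, 11 without Earth fungus 1, 3 without Earth fungus 2 for the flight effect by infection.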

Differences from the paper's values

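The settings that brought a value within the paper's came from the alternatives set before the data were examined, and wherever settings are named below, all the other such alternatives left the value apart from the paper's. The deposited signals gave the printed fold for most genes of Table 1 and of Tables S1, S2 and S3, and of 8 folds in the text 7 were given by the gene's brightest probe set and all 8 by some probe set of the gene.

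In Table 1, the paper's fold for *egr* after bacterial infection is 2.4 in Earth flies and 1.6 in space flies, against 1.12 and 1.14 here, and none of the alternatives came within either; the other probe set of the gene gave 2.41 and 1.58. For Ect4, now *Sarm*, the paper's folds are 1.7 in Earth flies and 2 in space flies, against 1.13 and 1.43. Array weights and leaving out Earth uninfected 2, Earth uninfected 3 or Earth bacteria 3 came within the former and no alternative within the latter, while another of its 9 probe sets gave 1.69 and 1.98.

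In Table S1, the paper's fold for sty after fungal infection in Earth flies is -1.2, against 1.07 here, and quantile normalization, median centring and leaving out Earth uninfected 1, Earth uninfected 2 or Earth fungus 3 came within it. For Mbs the paper's fold there is -1.3, against -1.75, which came within it only without Earth fungus 3. The paper's fold for cp309 is 1.1, against -1.67, and no alternative came within it. In space flies the paper's fold for Ptp61F is -1.5, against 1.21, and the value without space uninfected 1 came within it. Another probe set of each gene gave -1.16 for sty, -1.27 for Mbs, 1.13 for cp309 and -1.53 for Ptp61F.

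In Table S2, the paper's fold for fru after bacterial infection is 1.5 in Earth flies and 1.1 in space flies, against -1.23 and -1.18 here, and these came within the paper's without Earth uninfected 3 and without space uninfected 3. For dsx in Earth flies the paper's fold is -1.3, against -1.02, with quantile normalization, median centring and leaving out Earth uninfected 2 or Earth bacteria 3 within it. For Rlc1 in space flies it is 1.5, against 1.16, which came within it without space uninfected 3. Other probe sets of these genes gave 1.46 and 1.07 for fru, -1.28 for dsx and 1.51 for Rlc1.

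In Table S3, of uninfected space against Earth flies, the paper's fold for beat-IIIc is -1.6, against -1.19 here (within it without space uninfected 3 or Earth uninfected 1), for bnl 1.6, against 1.33 (within it without Earth uninfected 3), and for CHKov1 -1.5, against -1.16 (within it with array weights). For *CG31686* the paper's fold is 2.2, against 1.07, for Cyp12a4 1.6, against -1.20, and for *CG4168* 1.7, against -1.23, and no alternative came within these 3. Another probe set gave -1.65 for beat-IIIc, 1.56 for bnl, -1.53 for CHKov1, 2.17 for *CG31686* and 1.70 for *CG4168*, and Cyp12a4 has no other.

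The Venn diagrams were compared at the paper's stated fold and p. The sets are not alike, however. By its printed folds and P values, Table S1 places *Cyp4ac1* and *moody*, past the cutoff in space flies alone, in the overlap, and *CG11911*, past it in both, in Earth flies alone. Table S2 likewise places *eIF6*, past it in space flies alone, in the overlap. A setting that came within a single count below is therefore not shown to be the paper's. After fungal infection the paper's raised genes are about 370 in Earth flies alone in Fig. 2, read by eye, against 710 probe sets here, with quantile normalization, leaving out Earth uninfected 1 or Earth fungus 2, a fold of at least 2 and an adjusted p with the fold coming within it. For both kinds of flies they are about 810 in Fig. 2, read by eye, against 359, and no alternative came within it. For space flies alone they are about 55 in Fig. 2, read by eye, against 141, with the least-squares fit on the groups compared alone and leaving out space uninfected 1 within it. Lowered genes are about 72 in Earth flies alone in Fig. 2, read by eye, against 207 (a fold of at least 2 came within it), about 640 in both in Fig. 2, read by eye, against 325 (array weights came within it), and about 160 in space flies alone in Fig. 2, read by eye, against 302 (the least-squares fit on the groups compared alone, median centring and leaving out space uninfected 2 or space fungus 2 came within it).

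After bacterial infection the paper's raised genes are about 77 in Earth flies alone in Fig. 5, read by eye, against 335 probe sets here (a fold of at least 2 came within it), about 850 in both in Fig. 5, read by eye, against 543 (the replicate block and leaving out space uninfected 2, Earth uninfected 2 or Earth uninfected 3 came within it), and about 160 in space flies alone in Fig. 5, read by eye, against 765 (a fold of at least 2 and an adjusted p with the fold came within it). Lowered genes are about 30 in Earth flies alone in Fig. 5, read by eye, against 140 (a fold of at least 2 came within it), about 270 in both in Fig. 5, read by eye, against 160 (quantile normalization, median centring, array weights and leaving out Earth uninfected 1 came within it), and about 230 in space flies alone in Fig. 5, read by eye, against 443 (the least-squares fit on the groups compared alone and leaving out space bacteria 2 or 3 came within it).

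The paper's lists carry no adjustment of p, and the statements that follow were compared with limma's adjusted test. Calls made with array weights rest on few arrays, since the weights ran from 0.197 to 6.62. On the paper's own markers the directions match: *Mtk* (3.36), *Drs* (2.17) and *nec* (1.96) rose after fungal infection in Earth flies and did not pass in space flies, and *Mtk*, *Drs* and *Def* rose after bacterial infection in both. The paper gives the failed induction of *Mtk* and *Drs* from each response on its own, and from quantitative PCR, which was not analysed here. The difference between the fungal responses was not called for *Mtk* (-2.80) or *Drs* (-1.89).

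The paper states that *Tep4*, *Tsf1* and *Drsl5* were induced by the fungus in both kinds of flies. In space flies the log2 changes were 0.95, 1.12 and 1.02, and none was called. *Tep4* and *Tsf1* were called there after quantile normalization, with array weights and without space fungus 2, and *Tsf1* after median centring. Both were also called with 2 settings chosen after seeing the values, without the 3 arrays of narrow range and with the long gene index; how many of the paper's other genes these settings drop was not counted. The paper states that some Turandot genes were activated in both. Those with a probe set of their own were not called in either, with *TotC* at 2.64 and 3.59, and *TotA*, *TotM* and *TotX* were not analysed.

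Of the P450 genes that the paper states were raised in both, *Cyp4ac2* was called in space flies alone and *Cyp4aa1* in Earth flies alone, and *Cyp4ac1* and *Cyp304a1* in neither. Array weights called *Cyp4ac1*, *Cyp4ac2* and *Cyp304a1* in Earth flies and *Cyp4ac1* and *Cyp4aa1* in space flies. *Cyp4ac2* was called in Earth flies with 1 probe set per gene and without Earth uninfected 1 or Earth fungus 3, *Cyp304a1* without Earth fungus 3, and *Cyp4aa1* in space flies after quantile normalization, median centring, the filter on dim probe sets or 1 probe set per gene and without space uninfected 2. Settings chosen after seeing the values called *Cyp4ac2* in Earth flies (narrow range, and the replicate block within the groups compared) and *Cyp4aa1* in space flies (long gene index). For the genes of oxidation and reduction that the paper states were raised in space flies, *PPO1* and *PPO2* were called and *P5cr*, *Cyp6t1*, *Cyp6w1*, *Cyp6a13*, *CG6012* and *Had2* were not, of which array weights called *Cyp6t1*, *Cyp6w1*, *Cyp6a13* and *Had2*. *GNBP3*, stated to be upregulated in space flies, was at 0.81 and was called after quantile normalization, median centring and with array weights. *Spn27A*, stated to be upregulated in Earth flies, was at 0.88 and was called with the long gene index, chosen after seeing the values.

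Of the genes in Table 1, listed as raised by *E. coli* in both kinds of flies except where the paper marks a P value as not significant, *PGRP-LA*, *BomS2* and *Diap2* were called in neither, *TotC* and *Tep4* were not called in Earth flies, and *Rel* was not called in space flies (1.13, adjusted p = 0.129). The table marks *egr* in space flies and *Sarm* in Earth flies. In the other kind of flies, where it does not, neither gene was called here at its brightest probe set, which is not the one that gave the paper's fold. Array weights called *PGRP-LA* and *Diap2* in both, *egr*, *TotC* and *Tep4* in Earth flies and *Rel* in space flies. The replicate block called *PGRP-LA* in space flies and *Tep4* in Earth flies. Median centring called *TotC* and *Tep4* in Earth flies and *Diap2* in space flies, quantile normalization and eBayes with trend and robust called *Tep4*, and the filter on dim probe sets and 1 probe set per gene called *TotC* and *Tep4*. Single arrays left out called *TotC* (Earth bacteria 2), *BomS2* (Earth uninfected 2) and, in space flies, *Diap2* (space uninfected 3). With the long gene index, chosen after seeing the values, *PGRP-LA* and *Diap2* were called in both, *Rel* in space flies, and *TotC* and *Tep4* in Earth flies, where *Tep4* was also called without the 3 arrays of narrow range. *Sarm*, represented by its brightest probe set, was called under no setting.

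For uninfected flies the paper states that the genes of its Table 2 and Table S3 differ between space and Earth flies. None of the 234 with a probe set of their own was called over all probe sets, while 186 are past the paper's cutoff, and all 5 measured heat shock genes were higher in space flies. Array weights called *Hsp68*, *Hsp27*, *Hsp26*, *vir-1*, *hry*, *Pfas*, *Gart*, *Pdk1*, *Smvt*, *RnrL* and *CG15629* among the genes named in the text or Table 2. Earth uninfected 2 had a weight of 6.62 there, against 0.356 and 0.402 for replicates 1 and 3, so the Earth mean rested mainly on a single array. Leaving out space uninfected 1 called *Hsp68*, *Hsp27* and *Hsp26*. Leaving out the 3 arrays of narrow range, chosen after seeing the values, called *Hsp68*, *Hsp27* and *Pfas*. Of the names on these lists 133 are CG numbers alone; the paper's count is 127.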

Other observations

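After fungal infection genes of chitin and of tanning after eclosion were lower as groups in both kinds of flies, with members that rose in Earth flies. Of 27 measured genes of chitin 6 rose and 10 fell in Earth flies (9 and 15 when adjusted over the list alone), and none rose and 10 fell in space flies (3 and 15 when adjusted over the list alone). *Peritrophin-A*, a chitin binding protein, fell by 1.33 on the log2 scale in each (adjusted p = 0.0019 and 0.00639 from limma), *Gasp* by 1.54 and 1.60, and the chitin deacetylase gene *Cda5* by 1.91 in space flies (adjusted p = 0.00159), while *Idgf1*, a chitinase-like growth factor, rose by 1.39 in Earth flies (adjusted p = 0.00101). Of 10 genes of tanning after eclosion 2 fell in each (5 in Earth and 7 in space flies when adjusted over the list alone), *stw* by 1.68 and 1.66 and the nuclear receptor gene *Hr38* by 1.57 and 2.30. Of 3 larval serum genes 2 fell in each, *Fbp2* by 1.23 and 1.11 and *Fbp1* by 1.07 and 1.18. Camera called the chitin list lower with adjusted p of 0.00269 in Earth and 7.48e-08 in space flies, the tanning list with 3.18e-05 and 1.57e-09 and the serum list with 0.00312 and 0.021, and none held with an estimated correlation (lowest adjusted p = 0.0647, for tanning in space flies). The cuticle protein genes, 99 measured, were mixed: 3 rose and 9 fell in Earth flies (median -0.000813) and 1 rose and 8 fell in space flies (median -0.0364). As a list they were called lower in Earth flies (adjusted p = 0.00645), but not with an estimated correlation (adjusted p = 0.521), after quantile normalization (0.126) or without Earth uninfected 1 (0.129) or Earth fungus 2 (0.0788), and not in space flies (0.0558), except without space uninfected 2 (0.00537) or space fungus 2 (4.71e-05) and after median centring (0.0457). Of the larval serum genes, *Fbp1* lost its call in Earth flies without any 1 of Earth uninfected 2 and 3 and Earth fungus 1, 2 and 3 (-1.21 to -0.79), and in space flies without any 1 of space uninfected 1 and 3 and space fungus 1, 2 and 3 (-1.32 to -1.04). That of *Fbp2* ended in Earth flies without Earth uninfected 2 (-1.06) and in space flies without space uninfected 1, 2 or 3 or space fungus 1 or 3 (-1.20 to -0.93), and that of *Hr38* in Earth flies without Earth uninfected 2 or 3 or Earth fungus 1 or 2 (-1.56 to -1.41). The serum list also lost its call without Earth fungus 3 in Earth flies (adjusted p = 0.0505) and without space uninfected 3 (0.0876) or space fungus 2 (0.0686) or 3 (0.0524) in space flies.

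Accessory gland genes, which make seminal fluid proteins, had higher means after infection. In fungus infected Earth flies 3 of 20 measured rose (12 when adjusted over the list alone), *Acp53Ea* by 1.44, *Acp29AB* by 1.32 (adjusted p = 0.00102) and *Acp76A* by 1.11, and all 20 had a higher mean (camera adjusted p = 4.4e-08; adjusted p = 0.471 with an estimated correlation). The call of *Acp76A* ended after quantile normalization (0.74) and without any 1 of Earth uninfected 1, 2 and 3 and Earth fungus 1 and 2 (0.95 to 1.28), and that of *Acp53Ea* without Earth fungus 2 (1.27). No single gene was called in the other infections, but camera called the list higher after fungal infection in space flies (19 of 20, median 0.355, adjusted p = 0.0162; adjusted p = 0.646 with an estimated correlation) and after bacterial infection in Earth flies (20 of 20, median 0.577, adjusted p = 0.000561; adjusted p = 0.696 with an estimated correlation). The former call ended without space uninfected 1 (adjusted p = 0.0901) or 3 (0.237) or space fungus 2 (0.137), and the latter without Earth uninfected 3 (0.124) and after quantile normalization (0.0634). After bacterial infection in space flies the list did not pass (adjusted p = 0.0853), except without space uninfected 2 (0.00131) or space bacteria 1 (0.0194). The fungal response was lower in space flies for all 20 (median -0.597, and -0.29 after quantile normalization; camera adjusted p = 0.000108; adjusted p = 0.739 with an estimated correlation), a call that ended without Earth uninfected 3 (adjusted p = 0.0781). After bacterial infection in space flies all 41 measured genes of cytosolic ribosomal proteins had higher means (median 0.588, and 0.0991 after quantile normalization; camera adjusted p = 3.88e-07, and 0.0873 after that normalization; adjusted p = 0.589 with an estimated correlation). Of 15 genes of the unfolded protein response 1 rose in Earth and 1 in space flies after bacterial infection (10 and 7 when adjusted over the list alone; medians 0.679 and 0.427; camera adjusted p = 2.78e-05 and 0.0217; adjusted p = 0.443 and 0.651 with an estimated correlation), and the call in space flies ended without space uninfected 1 (adjusted p = 0.0875) and after quantile normalization (0.202).

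Markers of females did not differ between uninfected space and Earth flies, with 12 of 24 higher and 12 lower and a median of -0.0025 (camera adjusted p = 0.561). Between fungus infected space and Earth flies the list was called higher (17 of 24, median 0.139, adjusted p = 0.00956), as it was for the difference of the fungal responses (18 of 24, median 0.162, adjusted p = 0.00398). Both calls ended after quantile normalization (adjusted p = 0.182 and 0.0928), without space fungus 2 (0.28 and 0.0729) or Earth fungus 2 (0.27 and 0.112), and with an estimated correlation (adjusted p = 0.231 and 0.243), the latter also without Earth uninfected 1 (0.0528).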
